# BRCA1-Dependent Translational Regulation in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0067313

**Published:** 2013-06-21

**Authors:** Estelle Dacheux, Anne Vincent, Nicolas Nazaret, Christophe Combet, Anne Wierinckx, Sylvie Mazoyer, Jean-Jacques Diaz, Joël Lachuer, Nicole Dalla Venezia

## Abstract

BRCA1 (Breast Cancer 1) has been implicated in a number of cellular processes, including transcription regulation, DNA damage repair and protein ubiquitination. We previously demonstrated that BRCA1 interacts with PABP1 (Poly(A)-Binding Protein 1) and that BRCA1 modulates protein synthesis through this interaction. To identify the mRNAs that are translationally regulated by BRCA1, we used a microarray analysis of polysome-bound mRNAs in BRCA1-depleted and non-depleted MCF7 cells. Our findings show that BRCA1 modifies the translational efficiency of approximately 7% of the mRNAs expressed in these cells. Further analysis revealed that several processes contributing to cell surveillance such as cell cycle arrest, cell death, cellular growth and proliferation, DNA repair and gene expression, are largely enriched for the mRNAs whose translation is impacted by BRCA1. The BRCA1-dependent translation of these species of mRNAs therefore uncovers a novel mechanism through which BRCA1 exerts its onco-suppressive role. In addition, the BRCA1-dependent translation of mRNAs participating in unexpected functions such as cellular movement, nucleic acid metabolism or protein trafficking is indicative of novel functions for BRCA1. Finally, this study contributes to the identification of several markers associated with BRCA1 deficiency and to the discovery of new potential anti-neoplastic therapeutic targets.

## Introduction

Loss of function of the tumour suppressor BRCA1 (Breast Cancer 1) protein is responsible for numerous familial and sporadic breast cancers. *BRCA1* inactivating mutations are found in 8–10% of patients with familial breast cancer [1]. In contrast, *BRCA1* mutations are rare in sporadic cancers [2]. Nevertheless, sporadic breast cancers represent up to 90% of breast cancers and are often characterized by decreased *BRCA1* expression at mRNA and protein levels [3] [4] [5].

The BRCA1 protein is involved in a number of cellular processes, including regulation of transcription, DNA repair, cell cycle checkpoint, protein ubiquitination and apoptosis [6]. Furthermore, BRCA1 associates with several proteins involved in these functions. For example, BRCA1 interacts with the RNA polymerase II holoenzyme complex in part through binding to RNA helicase A, and also interacts with the repair protein RAD51 or the ubiquitin ligase BARD1. The capacity of BRCA1 to form multiple protein complexes contributes to its central role in cell surveillance. However, further studies are needed to fully appreciate the molecular mechanisms underlying the role of BRCA1 as a tumour suppressor.

BRCA1 is a nucleo-cytoplasmic shuttling protein containing two nuclear localization sequences and two nuclear export sequences. BRCA1 shuttling is regulated *via* different types of protein-protein interaction [7]. Recent studies suggest that control of BRCA1 sub-cellular localization is a vital process in the regulation of BRCA1 functions [8] [9] [10]. BRCA1 shuttling may not only control its nuclear function in DNA repair but might also facilitate additional cellular processes involved in the execution of DNA damage-induced cell death [11] [12] [13]. The dynamic equilibrium between BRCA1 nuclear import and export provides a new level of regulation of its nuclear and cytoplasmic functions.

We previously identified PABP1 as a novel BRCA1 partner and showed that BRCA1 modulates translation through its interaction with PABP1 in the cytoplasm. We showed that the global translation was diminished in BRCA1-depleted cells and increased in BRCA1-overexpressing cells [14]. Because BRCA1 is clearly not a canonical factor of translation, our findings suggested that the effect on global translation results from the targeting of a subset of mRNAs by BRCA1, rather than an effect on all cellular mRNAs. Because BRCA1 is a tumour suppressor, a number of mRNAs translationally regulated by a BRCA1-dependent mechanism may contribute to cell surveillance by encoding DNA repair factors, cell cycle and cell death regulators or transcription factors.

In the present study, we have identified which mRNAs are translationally regulated by BRCA1 using a microarray analysis of polysome-associated RNAs from BRCA1-depleted MCF7 cells. Our findings confirm our hypothesis that BRCA1 affects translation of a subset of mRNAs. These findings allow the proposition that any of these translated products contribute to the BRCA1 tumour suppressor activity.

## Materials and Methods

### Chemicals

The primary antibodies used in this study were as follows: mouse monoclonal antibodies to BRCA1 (8F7 (GeneTex), D9 (Santa Cruz) and MS110 (Calbiochem)), TOP1 (C21 (BD Biosciences)), PABP1 (10E10 (Sigma)), β-Actin (AC-15 (Sigma)) and α-Tubulin (DM1A) (Calbiochem), rabbit polyclonal antibodies to eIF4G (H-300 (Santa Cruz)) and HIPK2 (Aviva), rabbit monoclonal antibodies to HIPK2 (Epitomics). Secondary antibodies used were peroxydase-conjugated anti-mouse or anti-rabbit immunoglobulins (Jackson ImmunoResearch).

### Cell Culture and Transfection

The human epithelial mammary cell line MCF7 that is available from ATCC was maintained in DMEM containing 4.5 g/l of glucose supplemented with 0.1 mM non-essential amino acids, 1 mM sodium-pyruvate, 0.01 mg/ml recombinant human insulin, 10% foetal calf serum, 100 µg/ml streptomycin and 100 units/ml of penicillin.

The human embryonic kidney cell line 293T that is available from ATCC was maintained in DMEM containing 4.5 g/l of glucose supplemented with 10% foetal calf serum, 100 µg/ml streptomycin and 100 units/ml of penicillin.

The siRNA duplexes were purchased from MWG (Germany) and provided as purified and annealed duplexes. The sequences of the siRNAs against BRCA1 were Si-BRCA1 5′-GGAACCUGUCUCCACAAAG-3′ and Si-control 5′-CACGAUGUGACAGUGAUAU-3′ [14]. For transfection, cells were plated at 1.8×10^6^ cells per 10 cm diameter dish 24 h before transfection. Cells were transfected with 200 pmol/dish of siRNA and 16 µl/dish of Lipofectamine 2000 (Life Technologies) using the protocol of the supplier. Cells were harvested 72 hours after transfection.

The pCDNA3β-BRCA1 plasmid expressing BRCA1 full length protein was previously described [15]. Cells were plated at 4×10^6^ cells per 10 cm diameter dish 24 h before transfection. Cells were transfected with 4 µg of BRCA1 expressing vector and 20 µl of ExGen 500 (Euromedex) following the supplier procedure. Twenty-four hours after transfection, cells were harvested.

### Ribosome Purification

This procedure was performed essentially as described before [16]. Extracts from MCF7 cells were prepared by lysis at 4°C in extraction buffer (50 mM Tris-HCl, pH 7.4, 25 mM KCl, 5 mM MgCl_2_, 250 mM sucrose, 0.7% Nonidet-P40) and nuclei were removed by centrifugation (800 g, 10 min, 4°C). The supernatant was centrifuged (12 000 g, 10 min, 4°C) to eliminate mitochondria. The supernatant (cytoplasmic fraction) was layered onto 1 ml of a 1 M sucrose cushion made in 50 mM Tris-HCl, pH 7.4, 25 mM KCl, 5 mM MgCl_2_, and centrifuged for 2 h at 250 000 g and at 4°C in a TL100 rotor (Beckman). The ribosome pellet was resuspended in buffer (50 mM Tris-HCl, pH 7.4, 25 mM KCl, 5 mM MgCl_2_). Aliquots of nuclear and cytoplasmic fractions and the resuspended ribosome pellet were then submitted to further immunoblot analysis.

### Immunoblotting

Cells were lysed in lysis buffer A (20 mM Hepes-KOH pH 7.2, 100 mM KCl, 1 mM DTT, 0.5 mM EDTA, 0.5% NP40, 10% Glycerol) supplemented with protease inhibitor (Complete EDTA free, Roche). Protein concentrations were determined by Bradford procedure (BioRad). Proteins were subjected to SDS-PAGE, and blotted onto poly-vinylidene difluoride (PVDF) membranes (Immobilon-P, Millipore). Membranes were blocked in Tris-buffered saline solution containing 0.05% Tween 20 and 5% non fat milk and incubated with primary antibodies. Horseradish peroxidase conjugated secondary antibodies (Jackson ImmunoResearch) were used for detection of immunoreactive proteins by chemiluminescence (ECL, GE Healthcare).

### Isolation of Polysomes and Total Cytoplasmic RNA

Extracts from MCF7 cells were prepared as described in the “Ribosome purification” section. Then, the supernatant containing the cytoplasmic fraction was divided in two portions. One fifth of the cytoplasmic fraction was used as a source for total cytoplasmic RNA (total RNA) using Trizol (Life Technologies) extraction protocol and isopropanol precipitation. The remaining 80% of the cytoplasmic fraction was layered onto an 11 ml linear sucrose gradient (10–40% sucrose supplemented with 50 mM Tris-HCl, pH 7.4, 25 mM KCl, 5 mM MgCl_2_, 10 mM DTE and 100 µg/ml cycloheximide). A 2 h centrifugation at 250 000 g and at 4°C in a SW41Ti rotor (Beckman) was performed.

To construct the ribosome profile, 36 fractions of 300 µl were manually collected after centrifugation. RNA from each fraction was recovered by Trizol extraction protocol and isopropanol precipitation. RNA was resuspended in 20 µl of RNase-free water and quantified by absorbance at 260 nm using a Nanodrop. A graph was drawn to visualize the variation of RNA concentration as a function of the fraction and thus determine which fractions contained monosomal or polysomal material. For agarose gels, RNA recovered from the 36 fractions was pooled so as to obtain 18 fractions and the fractions were resolved on a 1% agarose gel. For protein analysis, 18 fractions of 600 µl were manually collected. Proteins were precipitated by trichloroacetic acid (TCA) to a final concentration of 20% and washed with ice-cold acetone. Proteins were resolved by SDS-PAGE and immunoblotted.

For microarray analysis, 18 fractions of 600 µl were manually collected. RNA was recovered from individual fractions by Trizol extraction and isopropanol precipitation. RNA from the polysomes (fractions 12 to 18) was pooled (polysomal RNA). Therefore, in these experimental conditions, total cytoplasmic RNA and polysomal RNA originate from a common cytoplasmic fraction.

### Microarray Analysis

Total cytoplasmic RNA and polysomal RNA were isolated from BRCA1-depleted MCF7 cells and control MCF7 cells as described in the “Isolation of polysomes and total cytoplasmic RNA” section.

Microarray processing and data analysis was performed at the ProfileXpert core facility (Lyon, France). Microarray analysis was performed using a high-density oligonucleotide array (GeneChip Human Genome U133 Plus 2.0 array, Affymetrix, Santa Clara, CA, USA). RNA (100 ng) was amplified and biotin-labeled using GeneChip® 3′ IVT Express target labelling and control reagents and procedures from Affymetrix. Before amplification, spikes of synthetic mRNA at different concentrations were added to all samples; these positive controls were used to ascertain the quality of the process. Biotinylated antisense cRNA for microarray hybridization was prepared. After final purification using magnetic beads, cRNA quantification was performed with a nanodrop and quality checked with the Agilent 2100 Bioanalyzer (Agilent technologies, Inc, Palto Alto, CA, USA).

Hybridization was performed following Affymetrix protocols (http://www.affymetrix.com). Briefly, labelled cRNA was fragmented and denatured in hybridization buffer, then 10 µg were hybridized on the chip for 16 h at 45°C with constant mixing by rotation at 60 rpm in an Genechip hybridization oven 640 (Affymetrix). After hybridization, arrays were washed and stained with streptavidin-phycoerythrin (GeneChip® Hybridization Wash and Stain Kit, Affymetrix) in the Fluidics Station 450 (Affymetrix) according to the manufacturer’s instructions. The arrays were read with a confocal laser (GeneChip® Scanner 3000 7G, Affymetrix). Then CEL files were generated using the Affymetrix GeneChip Command Console (AGCC) software 3.0.

The complete set of raw and normalized data is available at the GEO database under accession number GSE40730.

### Data Filtering and Analysis

The obtained data were normalized with Affymetrix Expression Console software using the MAS5 statistical algorithm. Normalized data were compared and filtered using Partek Genomic Suite software 6.5 (Partek Inc., St. Louis, MO, US).

First, for each RNA type (polysomal RNA or total RNA prepared from the same cytoplasmic extract as described in the “Isolation of polysomes and total cytoplasmic RNA” section), samples were paired by replicate and a ratio between siBRCA1 and control sample was calculated. The ratios for the polysomal RNA (polyRNA = siBRCA1/siControl) and for total RNA (totRNA = siBRCA1/siControl) were calculated. A gene was considered only if the detected signal was above the background for at least one of the compared groups.

Then, for each retained gene and for each replicate a polyRNA/totRNA Ratio (Ratio of Ratio = RR) was calculated as follows:

RR_i_ = polyRNA_i_/totRNA_i_ (i = replicate).

Only genes showing a polyRNA/totRNA Ratio greater than 1.5 or lower than 0.67 in the two replicates were retained. The retained genes of interest were listed and classified according to their biological functions using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems Inc., Redwood City, California).

### Quantitative RT-PCR

Prior to reverse transcription, the total and polysomal RNA described above from BRCA1-depleted and control cells were purified and submitted to DNase digestion with NucleoSpin RNA XS Clean-up columns (Macherey-Nagel) following the manufacturer’s instructions. Reverse transcription was then performed using 500 ng of total RNA, with Bio-Rad Laboratories’ iScript cDNA Synthesis Kit in a total volume of 20 µl. The reaction was incubated at 25°C for 5 min followed by incubation at 42°C for 30 min and 85°C for 5 min. Quantitative real-time PCR was performed as follows. The amount of cDNA synthesized was measured using q-PCR (SYBR Green PCR, LightCycler, Roche Diagnostics Indianapolis) following the manufacturer’s recommendations. The LightCycler experimental run protocol consisted in an initial Taq activation for 8 min at 95°C, followed by a “touch down” program. The “touch down” program consisted of 15 s at 95°C, 5 s at 68°C, and 8 s at 72°C followed by a progressive decrease of the annealing temperature which was reduced by 0.5°C every successive cycle until 62°C (13 cycles). A generic PCR amplification of up to 27 cycles was then performed using the final annealing temperature reached in the “touch down” phase. A melting curve step was used to examine each sample for purity. Quantitative PCR analysis was performed in triplicate.

Primers were designed with Primer-Blast software (National Centre for Biotechnology Information/NCBI, Bethesda, USA) and purchased from MWG (Germany). All primers had Tms between 59 and 61°C and all the products were 100–200 bp. The primers used were as follows: HPRT1 (forward, 5′-TCTGTGGCCATCTGCTTAGTAGAGC-3′; reverse, 5′-ACAATCCGCCCAAAGGGAACTGA-3′), FAM110B (forward, 5′-GCGCAAGCATGATCAGCTCAGAC-3′; reverse, 5′-TGGCAGAAATGCCATACGGCAC-3′), HIPK2 (forward, 5′-ACAAGACATTCCAGCCCCAGGGA-3′; reverse, 5′-CACAGACAGGGAATGAAGCCTGCA-3′), SMC6 (forward, 5′-TCTTTCCCTGTGGTCCATCGCAGA-3′; reverse, 5′-ACGCTGGGAATCTGCCATCTTCAG-3′), THRA (forward, 5′-ATGCCCTCAACTCACCCCCTACA-3′; reverse, 5′-CCAAGCCAAGCCGTTCTTTGCAC-3′) and TOP1 (forward, 5′-ATGAGTGGGGACCACCTCCACA-3′; reverse, 5′-CGGAAATCCGCTTCGATCTGGGA-3′).

Relative quantification was carried out using the LightCycler software (version 4.1). The levels of the housekeeping gene hypoxanthine guanine phosphoribosyl transferase 1 (HPRT1) transcript were used to normalize the potential amount variation of sample cDNAs added to each reaction. For each gene, the polyRNA and the totRNA Ratios were then determined using the ΔΔCt calculation method.

### Statistical Analysis

Data are reported as mean ± standard error of mean (SEM). Statistical significance was determined using two-tailed paired Student’s *t* test and *P* values of less than 0.05 were considered significant.

## Results

### BRCA1 is a Ribosome-associated Protein

Because BRCA1 stimulates translation through its interaction with PABP1 [14], we investigated whether BRCA1 is associated with ribosomes. MCF7 cells were fractionated and total cell lysate, nuclear, cytoplasmic and ribosomal fractions purified in low monovalent cation concentration (25 mM KCl) were analyzed for the presence of BRCA1 by immunoblotting (Figure 1A). As expected because BRCA1 is known to be mainly nuclear, the amount in the nuclear fraction was more important than that in the cytoplasmic fraction. Nevertheless, a large part of the cytoplasmic BRCA1 pool was recovered in the ribosomal fraction. In low monovalent cation concentrations, ribosomal proteins and non-ribosomal proteins that are associated with ribosomes as part of the translational machinery, such as PABP1 and different eukaryotic translation initiation and elongation factors (eIF and eEF) are purified [17]. To further ascertain that the ribosomal fraction purified in these conditions contained some factors of the translational machinery, we analyzed by immunoblotting the presence of eIF4G and PABP1 in this fraction. As shown in figure 1A, the ribosomal fraction contained both proteins. In addition, the specificity of the fractionation procedure was reinforced by the fact that α-tubulin, a cytoskeleton protein, was not found concentrated within this ribosomal fraction. Therefore, BRCA1 was found to be associated with the ribosomal fraction of the cells.

**Figure 1:**
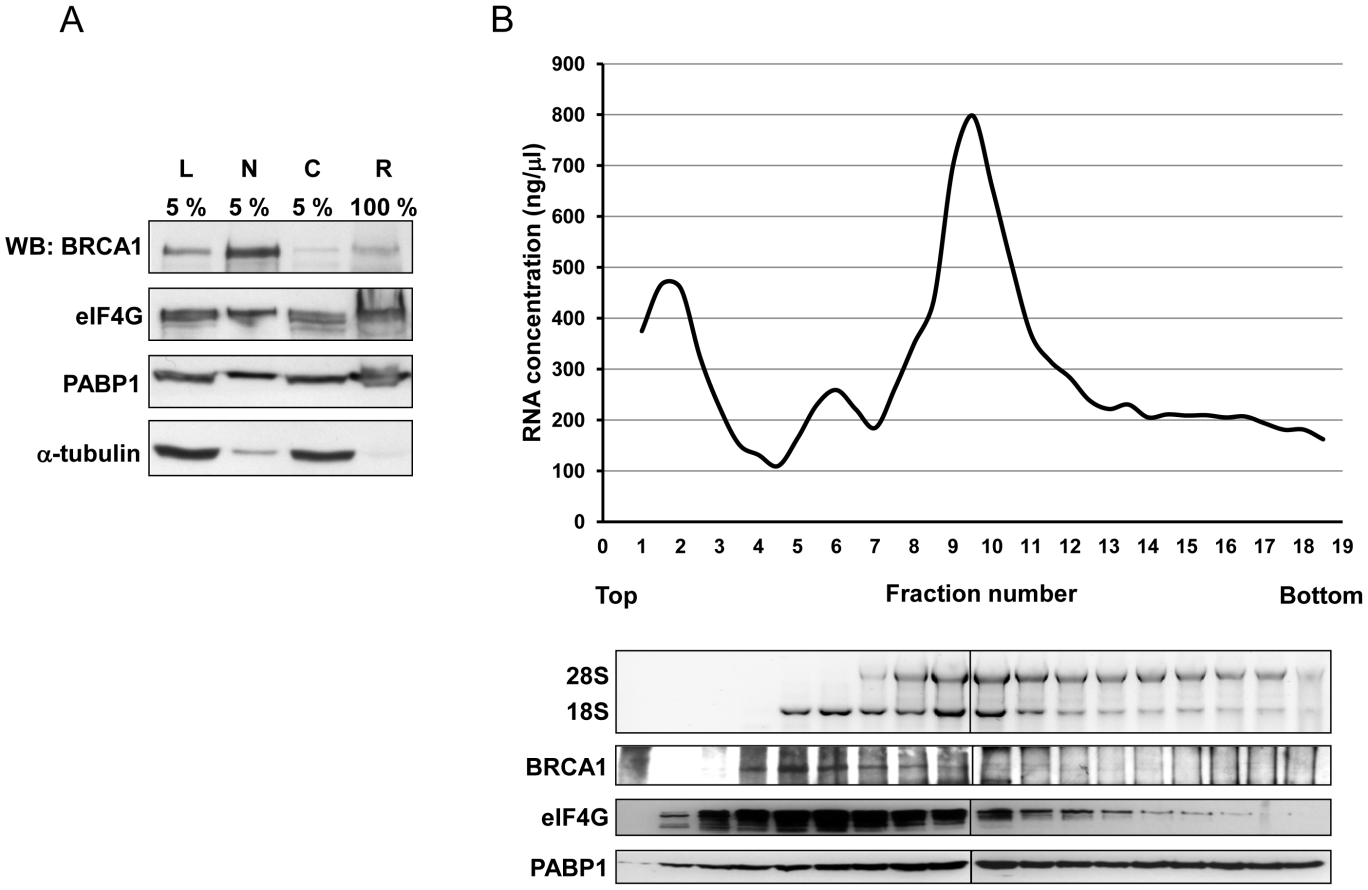
BRCA1 is a ribosome-associated protein. A/MCF7 cells were lysed in 25 mM KCl buffer and the post-mitochondrial cytoplasmic lysate was layered onto a 1 M sucrose cushion and centrifuged as described in the “Material and methods” section. Immunoblotting for BRCA1 using the MS110 antibody was performed on the following samples: initial total cell lysate (L), nuclear fraction (N), cytoplasmic fraction (C) and ribosome pellet (R). PABP1 and eIF4G were used as markers for pellet fraction containing ribosome-associated proteins. The analyzed L, N and C fractions represent 5% of the total cell lysate. B/MCF7 cells were lysed in 25 mM KCl buffer and the cytoplasmic fraction was separated onto a 10–40% sucrose gradient. (Top) A characteristic ribosome profile. (Middle) Extracts of total RNA from half of each fraction were subjected to gel analysis to determine the presence of 18S and 28S rRNAs. rRNAs were detected by Gel Red staining. (Bottom) The remaining half of each fraction was precipitated with TCA. BRCA1 protein was identified with immunoblot analysis using D9 antibody. PABP1 and eIF4G served as controls.

To reinforce this conclusion and to determine whether BRCA1 is associated preferentially to free ribosomal subunits or to monosomal or polysomal complexes, the cytoplasmic fractions were fractionated by sucrose density gradients. A graph was drawn to visualize the variation of RNA concentration as a function of the fraction and thus determine which fractions contained free ribosomal subunits, monosomal or polysomal material (Figure 1B). RNA recovered so as to obtain 18 fractions was analyzed through a 1% agarose gel to determine the presence of 18S and 28S rRNA. In parallel, each fraction was analyzed by western blotting to determine the presence of BRCA1. The majority of BRCA1 was detected in fractions 4 to 12, therefore mainly in sub-polysomal fractions that contain 40S, 60S and 80S ribosome subunits (Figure 1B). Western blotting to detect PABP1 and eIF4G were performed as controls. As previously shown, PABP1 was found with sub-polysomal and polysomal fractions [18] whereas eIF4G was found mainly with sub-polysomal fractions [19].

Taken together, these results indicate that BRCA1 is a ribosome-associated protein that is recruited to the translation apparatus similarly to the translation initiation factor eIF4G.

### Microarray Analysis Shows that a Subset of mRNAs is Subject to Differential Translational Regulation Following BRCA1 Depletion

To identify translational targets of BRCA1, we performed a microarray analysis of polysome-associated mRNA and total cytoplasmic mRNA from BRCA1-depleted and non-depleted MCF7 cells.

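MCF7 cells, a human breast cancer line that expresses the oestrogen receptor, were studied 72 h after transfection with the BRCA1 siRNA (siBRCA1, BRCA1-depleted) or the control siRNA (siControl, non-depleted). Total cytoplasmic RNA (totRNA) and RNA from the polysomal fractions of a sucrose gradient (polyRNA) came from the same extracts, which gave 4 groups with 2 replicates each and 8 arrays in all. Each array holds 54675 probe sets, and each probe set reads a short stretch of one or several transcripts. The authors computed the signal of every probe set with the MAS5 algorithm and deposited it as an intensity on a linear scale, after each array had been scaled to a common trimmed mean. The deposited table holds no detection calls, so the expressed set was made from the signals: the 17416 probe sets, the number the paper gives, with the highest value of the lower replicate in their brightest group, which is a signal of at least 216. Of these, 15476 carry exactly 1 gene symbol and together stand for 9529 genes. Ratios of BRCA1-depleted over non-depleted cells were taken within each replicate for totRNA and for polyRNA, and RR is the second divided by the first. A probe set was counted as modified when its ratio was at least 1.5 or at most 0.67 in both replicates. Probe sets past the thresholds in opposite directions were counted as a rough guide to replicate error. The log2 signals were also compared with limma, with the replicate as a block within each RNA fraction and p-values adjusted by the Benjamini-Hochberg method, and gene lists written before the data were examined were compared with all other genes by camera. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, and the number of arrays limits the precision of every value. Pearson's r between the log2 signals of the replicates of a group, across probe sets, was 0.963 to 0.983. The siBRCA1 polyRNA array of replicate 2 had an actin 5'/3' signal ratio of 0.245, which can be a sign of shorter RNA, against 0.429 to 0.467 on the other polyRNA arrays, and an 18S rRNA signal of 12337 against 17255 to 26374. Its GAPDH 5'/3' ratio was 0.923 against 0.985 to 1.07, and of these measures the actin ratio alone was an outlier.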

BRCA1 was depleted in two independent experiments using the previously described BRCA1-targetting siRNA [20] [14]. Control MCF7 cells were transfected with the control siRNA as previously described. 

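BRCA1 mRNA, the target of the siRNA, fell in totRNA of BRCA1-depleted cells in both replicates. Its brighter probe set, in the gene on chromosome 17 of GRCh38.p14 from 43044295 to 43170327, had 0.581 ± 0.0610 (SD, n = 2) of the totRNA signal of non-depleted cells, a log2 change of -0.79 (standard error 0.14, adjusted p = 0.0207 from limma). The totRNA signals were 831 and 973 in non-depleted cells and 446 and 607 in BRCA1-depleted cells. In polyRNA the ratio was 0.746 ± 0.00150 (SD, n = 2), with a log2 change of -0.42 that did not pass the test (adjusted p = 0.181 from limma). The RR of BRCA1 was 1.29 ± 0.133 (SD, n = 2, adjusted p = 0.749 from limma). The other BRCA1 probe set had signals of 19.7 to 190 and gave totRNA ratios of 1.6 and 0.130, so its replicates went in opposite directions. HPRT1, PABPC1 and EIF4G1, which the paper uses as references or controls, had RR values of 0.95 ± 0.0283, 1.02 ± 0.0776 and 0.948 ± 0.201 (SD, n = 2). The totRNA call for BRCA1 does not hold when the replicate block is dropped, also in the fits that leave out 1 of the 8 arrays, since limma then calls 0 probe sets.

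**Figure D1:**
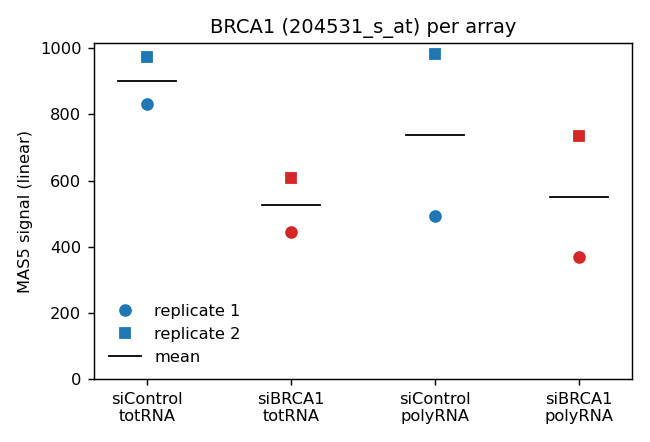
MAS5 signal of the brighter BRCA1 probe set on a linear axis, for each RNA fraction and siRNA. Circles and squares are replicates 1 and 2 and lines are means. Both totRNA signals of siBRCA1 cells (446 and 607) lie below both of siControl cells (831 and 973). The polyRNA signals overlap across replicates, but within each replicate siBRCA1 lies below siControl (ratios of 0.745 and 0.747).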

BRCA1 depletion was confirmed at the protein level prior to polysome and RNA isolations (Figure 2A). The microarray analyses were performed from these two independent experiments using GeneChip Human Genome U133 Plus 2.0 array (Affymetrix).

**Figure 2:**
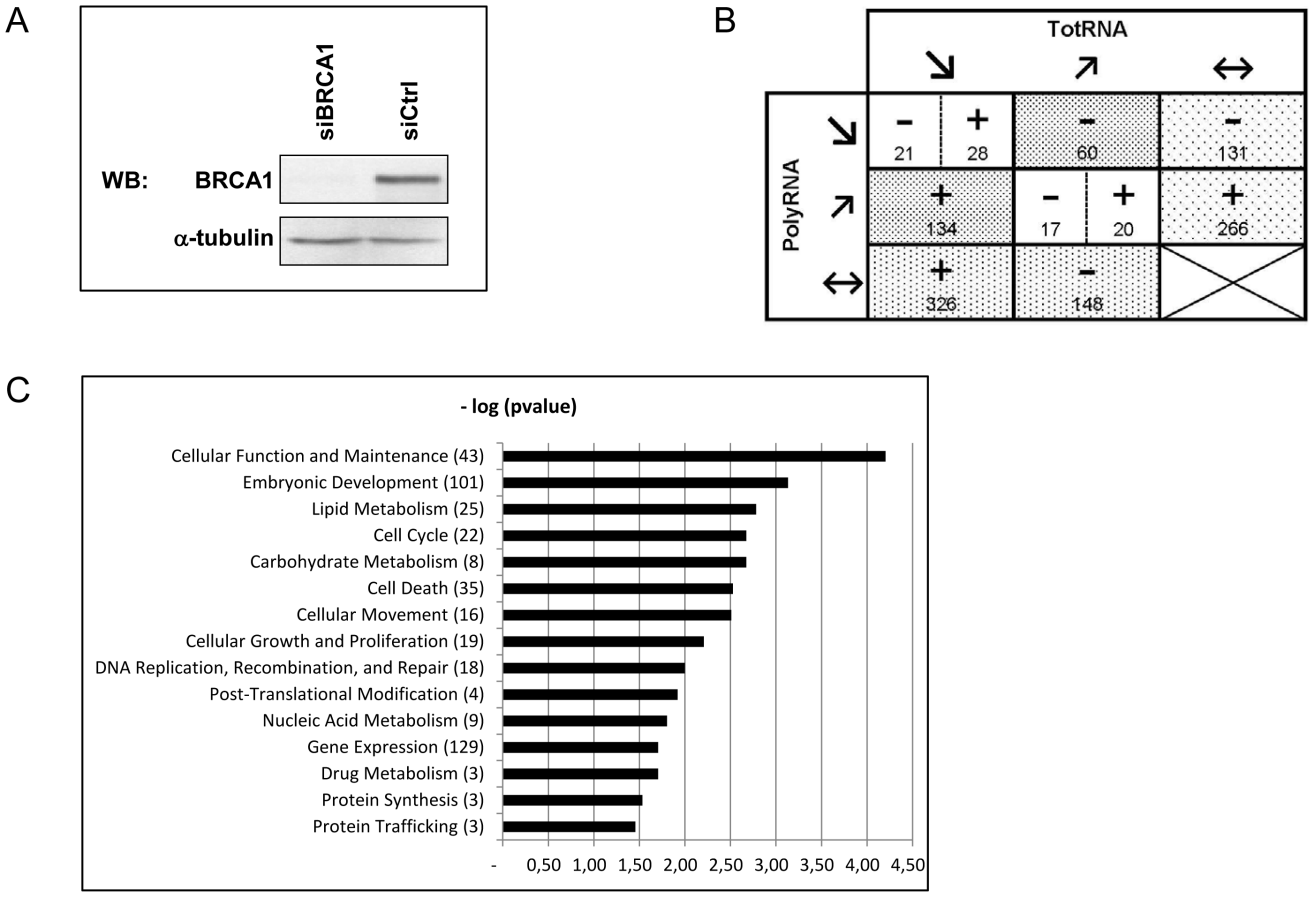
Microarray analysis of polysome-associated RNAs from MCF7 cells in which BRCA1 has been depleted. A/Western blot confirming siRNA inhibition of BRCA1 levels in MCF7 cells when compared with control siRNA. Immunoblotting for BRCA1 used 8F7 antibody. α-tubulin served as loading control. B/Number of mRNAs exhibiting altered translational efficiency in BRCA1-depleted MCF7 cells compared to control MCF7 cells. The 1151 mRNAs displaying a modified relative translatability (RR = polyRNA/totRNA) were clustered in several groups depending on their fold change in polysomal RNA abundance (PolyRNA) and their fold change in total mRNA abundance (TotRNA). The fold changes in polysomal RNA abundance and in total mRNA abundance are indicated as follows: 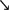 ≤0.67, (↗)≥1.50, (↔) >0.67 and <1.50. The RRs are annotated with a sign and a number. The sign specifies the RR value: (−) ≤0.67, (+) ≥1.50. The number indicates how many mRNAs are deregulated. 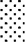 : mRNAs translationally deregulated through change in polysome mRNA abundance only; 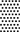 : mRNAs translationally deregulated through change in total mRNA abundance only; 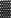 : mRNAs translationally deregulated through change in polysome abundance together with opposite changes in total mRNA C/Functional distribution of differentially translated known genes in BRCA1-depleted versus control MCF7 cells. Gene functions were established based on the annotation provided by the IPA database. The number of genes enriched in each function is shown in brackets.

Translation being a cytoplasmic event, we focused the analyses on the mRNAs isolated from the cytoplasmic cellular fraction. As described in the “Material and methods” section, we used one fifth of this fraction as a source of total cytoplasmic mRNA (totRNA) and the mRNAs associated to polysomes (fractions 12 to 18) (polyRNA) were isolated from the rest of this fraction.

We first investigated the variations in mRNA content within the totRNA fraction to determine whether BRCA1 modulates the amounts of cytoplasmic mRNAs reflecting their rates of synthesis, transport and stability. 

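In totRNA of BRCA1-depleted cells, ASS1 and SERPINA3 rose, and CAV1, TGFB2, SNAI2 and MAP4 fell. ASS1, the argininosuccinate synthase of arginine synthesis (chromosome 9 of GRCh38.p14, 130444707 to 130501274), rose to 2.28 ± 0.239 (SD, n = 2) of its level in non-depleted cells (log2 1.19, adjusted p = 0.00164 from limma). SERPINA3, a secreted protease inhibitor (chromosome 14, 94612391 to 94624053), rose to 3.15 ± 1.26 (SD, n = 2, adjusted p = 0.00585). CAV1, the main protein of caveolae (chromosome 7, 116525009 to 116561185), fell to 0.322 ± 0.146 (adjusted p = 0.0127), TGFB2, a transforming growth factor, fell to 0.366 ± 0.0978 (adjusted p = 0.0182), and SNAI2, a transcription factor of epithelial-mesenchymal transition, fell to 0.256 ± 0.160 (SD, n = 2, adjusted p = 0.0426). MAP4, a microtubule-associated protein, fell to 0.250 ± 0.0517 (SD, n = 2, adjusted p = 0.00541). Each of these genes is given at the probe set with its largest change, which need not be its brightest, so other probe sets can move less. The brightest probe set of CAV1 gave 0.363 ± 0.160 (SD, n = 2, adjusted p = 0.0109 from limma). Of 20 expressed targets of the oestrogen receptor, CTSD, EGR3, GREB1 and XBP1 rose, none fell and 16 did not pass the test (9 higher when adjusted over the list alone). Their median log2 change was 0.26, above that of the other genes (adjusted p = 1.4e-07 from camera, and adjusted p = 0.560 with an estimated correlation), and was 0.45 in replicate 1 and 0.14 in replicate 2. An estimated correlation leaves camera 2 residual degrees of freedom. Hardly any list can pass with it, so a call lost there decides little. The main camera setting, a preset correlation of 0.01, treats the genes of a list as nearly independent. For genes that vary together its p-values can be too small, and they do not measure the spread between replicates. CTSD, a lysosomal protease, was at 2.03 and 1.66 in the replicates (adjusted p = 0.00905 from limma). Of 26 genes of the integrated stress response, SLC7A5, an amino acid transporter, and HERPUD1, of protein degradation at the endoplasmic reticulum, rose and 24 did not pass (5 higher when adjusted over the list alone, median log2 0.15, camera adjusted p = 0.000916, and adjusted p = 0.560 with an estimated correlation). Of 18 genes of the unfolded protein response, PDIA4 and XBP1, which is also in the oestrogen list, rose and 16 did not pass (3 higher when adjusted over the list alone, median log2 0.10, camera adjusted p = 0.0407, and adjusted p = 0.562 with an estimated correlation). Of 3 expressed fibroblast markers, COL3A1 fell to 0.608 and 0.615 (adjusted p = 0.0105 from limma, 2 lower when adjusted over the list alone), and the median log2 change of the list was -0.64 (camera adjusted p = 0.0470, and adjusted p = 0.615 with an estimated correlation). Of 2 basal epithelial markers CAV1 fell, and of 15 luminal markers XBP1 rose, ERBB3, a receptor tyrosine kinase, fell and 13 did not pass (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.481 from camera). By the thresholds in both replicates, 249 expressed probe sets were modified, 106 higher and 143 lower, against 56 in opposite directions, and limma called 221, 108 higher and 113 lower. With the replicate block dropped, also when 1 array is left out, limma calls 0 probe sets (714 at an unadjusted p under 0.05), and it calls 0 without the trend of the variance with the signal (2298 unadjusted), as does the paired test of the methods after adjustment (1356 unadjusted).

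**Figure D2:**
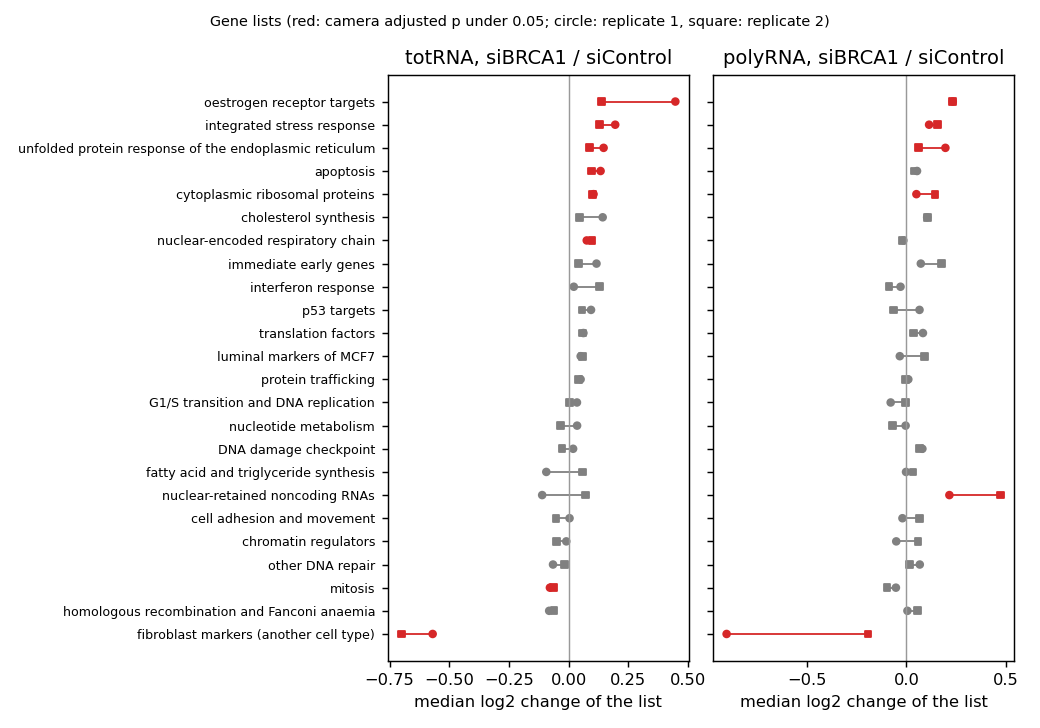
Median log2 change (BRCA1-depleted over non-depleted cells) of each textbook list with at least 3 expressed genes in totRNA and polyRNA. Circles and squares are replicates 1 and 2, and red marks lists with a camera adjusted p under 0.05. Oestrogen receptor targets lie at 0.45 and 0.14 in totRNA, and the 3 fibroblast markers lie lowest of these lists.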

Among the 17416 mRNAs expressed in MCF7 cells, 820 displayed modified cytoplasmic abundance in BRCA1-depleted cells as compared to non-depleted cells. This change was therefore conferred by the absence of BRCA1, and concerned all cytoplasmic mRNAs, whatever their intra-cytoplasmic localization (sub-polysomes, polysomes, P-bodies,…).

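On polysomes, the leading changes of BRCA1-depleted cells included genes already named for totRNA. ASS1 rose to 2.33 ± 0.108 (SD, n = 2, adjusted p = 0.00110 from limma) and SERPINA3 to 3.07 ± 1.22 (adjusted p = 0.00665). CAV1 fell to 0.280 ± 0.0839 (SD, n = 2, adjusted p = 0.00800) and TGFB2 to 0.380 ± 0.0629 (adjusted p = 0.0205). KCNJ8, a potassium channel subunit (chromosome 12 of GRCh38.p14, 21764955 to 21774706), fell to 0.420 ± 0.0666 (SD, n = 2, adjusted p = 0.00665), and ID4, an inhibitor of differentiation and DNA binding (chromosome 6, 19837370 to 19842197), fell to 0.499 ± 0.0147 (adjusted p = 0.00734). In polyRNA the same 4 oestrogen receptor targets rose, CTSD, EGR3, GREB1 and XBP1 (7 higher when adjusted over the list alone), and the median log2 change of the 20 was 0.22 (adjusted p = 2.5e-06 from camera, and adjusted p = 0.528 with an estimated correlation). Of the stress response genes, SLC7A11, a cystine transporter, and XPOT, which exports tRNA from the nucleus, rose (3 higher and 1 lower when adjusted over the list alone, median log2 0.09, camera adjusted p = 0.0461, and adjusted p = 0.528 with an estimated correlation). In the unfolded protein response list, HSPA5, a chaperone of the endoplasmic reticulum, and XBP1 rose (3 higher when adjusted over the list alone, median log2 0.08, camera adjusted p = 0.0163, and adjusted p = 0.528 with an estimated correlation). The median of this list was 0.20 in replicate 1 and 0.06 in replicate 2. Among the fibroblast markers COL3A1 fell to 0.483 and 0.643 (adjusted p = 0.00665 from limma), with a list median of -0.55 (camera adjusted p = 0.00610, and adjusted p = 0.528 with an estimated correlation). The list median was -0.90 in replicate 1 and -0.19 in replicate 2. The thresholds were passed in both replicates by 237 probe sets in polyRNA, 108 higher and 129 lower, against 39 in opposite directions, and limma called 293, 118 higher and 175 lower. Without the replicate block, also when 1 array is left out, limma calls 0 in polyRNA (630 at an unadjusted p under 0.05), without the trend 0 (2414 unadjusted), and the paired test gives 0 after adjustment and 1222 before it.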

We then investigated whether BRCA1 modulates the translational efficiency of the cytoplasmic mRNAs as reflected by their distribution within the polysomal fraction. To evaluate how BRCA1 affects mRNA association with polysomes, we analyzed the amount of polysomal mRNA both in presence and absence of BRCA1. We determined the relative translatability of each mRNA by calculating the following ratio: change in abundance in polysomal mRNA/change in abundance in total mRNA (RR = polyRNA/totRNA). Therefore, for each mRNA expressed, the RR value reveals the change in its association with polysomes independently to any change in its total cytoplasmic amount.

Among the 17416 expressed mRNAs, 1151 displayed modified translatability (RR ≥1.50 or RR ≤0.67). 

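Of the 17416 expressed probe sets, 227 had an increased and 93 a decreased RR in both replicates. Genes with the largest changes of RR are named at the probe set that changed most, which need not be the brightest of the gene. Among those with the largest increase, KMT2E (MLL5), a protein that binds histone H3 (chromosome 7 of GRCh38.p14, 105014205 to 105115019), had an RR of 2.38 ± 0.0940 (SD, n = 2, adjusted p = 0.0574 from limma), while its brightest probe set gave 1.37 and 1.18. ZNF721, a zinc finger protein, had an RR of 2.39 ± 0.0225 (SD, n = 2, adjusted p = 0.319), and TRIM33, a ubiquitin ligase, one of 2.72 ± 0.324 (adjusted p = 0.370). For MAP4 the RR of 4.34 ± 2.69 (SD, n = 2, adjusted p = 0.238) came with the fall of its totRNA, while its polyRNA ratio was 1.02 ± 0.447. Among the largest decreases, NNT, the mitochondrial transhydrogenase (chromosome 5, 43602675 to 43707396), had an RR of 0.473 ± 0.00322 (SD, n = 2, adjusted p = 0.238), OGDH, of the citric acid cycle, one of 0.474 ± 0.0132 (adjusted p = 0.509), and IRAK1, a kinase of innate immune signaling, one of 0.326 ± 0.176 (adjusted p = 0.417). Of 63 nuclear genes of the respiratory chain, all 63 did not pass the limma test on RR (0 when adjusted over the list alone), but 8 were lower and 0 higher at an unadjusted p under 0.05. Their median log2 RR was -0.10, below that of the other genes (adjusted p = 9.1e-08 from camera, and adjusted p = 0.721 with an estimated correlation), and ATP5F1D, an ATP synthase subunit, had RR values of 0.692 and 0.691. The 52 genes of cytoplasmic ribosomal proteins had a median log2 RR of 0.00 (0 by the thresholds, 0 by limma and 0 at an unadjusted p under 0.05; adjusted p = 0.992 from camera), and the 42 translation factors had one of 0.02 (0 by limma, 2 higher and 3 lower at an unadjusted p under 0.05; adjusted p = 0.992 from camera). When any expressed probe set counted, 2 translation factors had an increased RR, EIF5B and EIF3B (named after their values were seen, unadjusted p = 0.210 from Fisher's exact test). Past the thresholds in opposite directions were 163 probe sets. limma called 1 probe set, for which the annotation lists no gene (RR of 0.317 and 0.412, log2 -1.47, adjusted p = 0.0442), and 1270 at an unadjusted p under 0.05. The call is lost with each of 3 other scalings and with no replicate block, while a fit on the 2 log2 RR values alone called 133. The paired test called 0 after adjustment and 985 before it. In simulated data limma found 47.5% of RR changes of 1.5-fold, 80.0% of 2-fold and 100.0% of 4-fold changes. The simulated errors were normal, with variances that limma had already smoothed and no differences between replicates. Recovery on these arrays can therefore be lower. For each mRNA the paper reasons that RR gives the change in its association with polysomes apart from any change of its cytoplasmic amount, and from RR it concludes that the translatability of the mRNAs past the thresholds was modified by BRCA1 depletion.

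**Figure D3:**
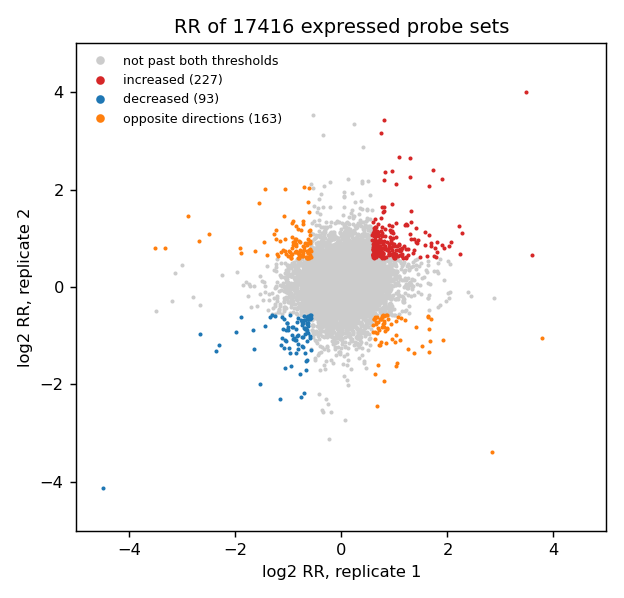
log2 RR of the 17416 expressed probe sets in replicate 1 (horizontal) and replicate 2 (vertical). Red (227) and blue (93) points pass the thresholds in both replicates in the same direction and orange points (163) in opposite directions.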

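ZNF721 and KMT2E, 2 of the genes with the largest increase of RR, rose in polyRNA to 1.76 ± 0.454 and 1.68 ± 0.112 (SD, n = 2, adjusted p = 0.0494 and 0.0131 from limma), while their totRNA ratios, 0.738 ± 0.183 and 0.707 ± 0.0192, lay between the thresholds. EIF5B, a translation initiation factor (chromosome 2 of GRCh38.p14, 99337389 to 99401326), had an RR of 4.33 ± 1.4, but its polyRNA ratios of 1.38 and 7.52 lay far apart. Another EIF5B probe set had RR values of 3.23 and 1.79 (polyRNA 1.6 and 2.22), and a further one 1.71 and 1.57 (polyRNA 1.32 and 1.92). None of these passed limma on RR (smallest adjusted p = 0.509), and the brightest EIF5B probe set did not pass the RR thresholds. In the other direction, NNT fell in polyRNA to 0.558 ± 0.0818 (SD, n = 2, adjusted p = 0.0131 from limma) at a totRNA ratio of 1.18 ± 0.181, and IRAK1 fell to 0.377 ± 0.172 (adjusted p = 0.0256) at a totRNA ratio of 1.18 ± 0.110. With polyRNA and totRNA averaged over both replicates, 67 probe sets with increased and 18 with decreased RR had a polyRNA ratio past a threshold and a totRNA ratio between the thresholds, against 16 and 22 when the ratios of replicate 2 were inverted, although the mean of a ratio and an inverted ratio is not a measure of error alone. When the ratios had to pass in both replicates, the class held 36 and 11, against 6 and 8 with replicate 2 inverted, a count by this rule that was added after the values were seen.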

The translational changes of one third of mRNA species (148 negatively and 326 positively) were explained by their differential association with polysomes coupled with no significant changes in their total cytoplasmic abundance. A further third of these mRNAs (131 negatively and 266 positively) were consistently present within the polysomal fraction while their total cytoplasmic amount varied. 

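MAP4, named above for its fall in totRNA, and TEDC2, a protein of tubulin complexes at the centriole, were the leading genes whose RR was increased with polyRNA between the thresholds. TEDC2 (chromosome 16 of GRCh38.p14, 2460109 to 2464963) had a totRNA ratio of 0.353 ± 0.119 (SD, n = 2, adjusted p = 0.0551 from limma) and a polyRNA ratio of 1.34 ± 0.705. PPIL2, a protein of the cyclophilin family (chromosome 22, 21666012 to 21700015), rose in totRNA to 3.02 ± 1.52 (SD, n = 2, adjusted p = 0.0438) at a polyRNA ratio of 1.11 ± 0.266, which gave a decreased RR of 0.396 ± 0.112. POMT1, an enzyme of protein O-mannosylation, and OGDH had totRNA ratios of 1.52 ± 0.177 and 1.75 ± 0.570 (adjusted p = 0.131 and 0.105), with polyRNA ratios of 0.678 ± 0.0637 and 0.826 ± 0.247. By the averages, this class held 45 probe sets with increased and 38 with decreased RR, against 13 and 33 with replicate 2 inverted. With the thresholds required in both replicates it held 22 and 20, against 8 and 15 with replicate 2 inverted.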

Finally, 194 mRNAs displayed changes in abundance in polysomes together with opposite changes in total mRNA, suggesting that their translation was affected through highly controlled recruitment to polysomes (Figure 2B).

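TRIM33 and TRIM4, members of the tripartite motif family, and ACTC1, a cardiac actin, had polyRNA ratios of 1.7 ± 0.0787, 1.67 ± 0.374 and 1.52 ± 0.424 (SD, n = 2) and totRNA ratios of 0.630 ± 0.104, 0.490 ± 0.122 and 0.607 ± 0.181. ELAPOR1, a protein of the endosome-lysosome system, and TUBGCP2, of the gamma-tubulin complex, went the other way, with totRNA ratios of 1.88 ± 0.0691 and 2.49 ± 1.14 and polyRNA ratios of 0.564 ± 0.145 and 0.659 ± 0.0219. None of these genes passed limma in either fraction (smallest adjusted p = 0.0903, for TRIM4 in totRNA). TRIM4, ACTC1, ELAPOR1 and TUBGCP2 had signal levels of 224 to 240, near the 216 that bounds the expressed set. ZNF579, a zinc finger protein (chromosome 19 of GRCh38.p14, 55576774 to 55580848), had the lowest RR of the named genes, 0.0509 ± 0.00923 (SD, n = 2, adjusted p = 0.270 from limma), and rose in totRNA with ratios of 4.28 and 19.7 (adjusted p = 0.0215), while its polyRNA ratios of 0.190 and 1.13 show a fall in replicate 1 alone. Its signal level was 219. Such totRNA ratios then put a non-depleted totRNA signal within or below the range of the highest unspiked trpn control of each array (20.1 to 56.7). The size of its RR is therefore not interpreted. By the averages, 18 probe sets with a modified RR moved in opposite directions in polyRNA and totRNA, against 5 with replicate 2 inverted. Past the thresholds in both replicates 2 did so, against 0 with replicate 2 inverted. From the opposite changes, the paper proposes that the translation of these mRNAs was affected through a highly controlled recruitment to polysomes.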

In addition, 66 expressed mRNAs displayed concomitant changes in their abundance both in polysomes and in the cytoplasm, resulting in an unmodified translatability (RR ≥0.67 and RR ≤1.50). This suggests that their translational regulation was not affected by BRCA1.

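SERPINA3, ASS1, CAV1, TGFB2 and EDIL3, an extracellular matrix protein, passed the limma test in the same direction in totRNA and polyRNA. EDIL3 (chromosome 5 of GRCh38.p14, 83940554 to 84384880) fell to 0.330 ± 0.0606 (SD, n = 2, adjusted p = 0.0495) in totRNA and to 0.342 ± 0.135 (adjusted p = 0.0466) in polyRNA. ZMAT3, a target of p53, rose in both fractions, with totRNA ratios of 1.79 and 1.49 (adjusted p = 0.0182 from limma) and polyRNA ratios of 1.73 and 1.65 (adjusted p = 0.0131). By the averages over both replicates, 162 expressed probe sets changed past the thresholds in the same direction in both fractions with an unmodified RR, against 18 with replicate 2 inverted, and 2 did so with a modified RR. With the thresholds required in both replicates the count with an unmodified RR was 60, against 0 with replicate 2 inverted.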

### Characteristics of Genes Exhibiting Altered Translational Efficiencies on BRCA1 Depletion

Distinct categories of mRNAs that displayed either increased or decreased translatability (RR ≥1.50 or RR ≤0.67) in BRCA1-depleted cells were identified. A gene ontology analysis conducted with Ingenuity Pathway analysis (IPA) software was used to determine whether translationally deregulated genes are significantly enriched in particular functions (Figure 2C).

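POLK, SMC6 and MSH3, which keep the genome intact, had an increased RR in both replicates. Of 41 expressed genes of DNA repair outside homologous recombination these 3 passed at their brightest probe set, POLK, a polymerase that copies past damage, SMC6, of the SMC5-SMC6 complex, and MSH3, of mismatch repair, while 0 had an RR of at most 0.67. MSH3 had RR values of 1.99 and 1.6. None of the 41 passed limma (5 higher and 1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and their median log2 RR was 0.07 (adjusted p = 0.0963 from camera). When any expressed probe set of a gene counted, 5 genes of this list had an increased RR (Fisher's exact test, two-sided, adjusted p = 0.0357 over the lists, and 0.154 for a change of RR in either direction), and the list shares POLK, REV1, SMC5, SMC6 and TOP1 with Table 1, which the study drew from these samples, so the test is not independent of it. The 24 expressed genes of homologous recombination and Fanconi anaemia, the pathway of BRCA1 itself, had a median log2 RR of 0.08 (adjusted p = 0.0963 from camera; 0 by the thresholds at the brightest probe sets, and NBN, named after its values were seen, increased at another one), and BRIP1, a helicase that binds BRCA1, fell in totRNA to 0.748 in each replicate (adjusted p = 0.0453 from limma).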

Interestingly, the most enriched function is cellular maintenance, the function considered today as the major role of BRCA1 contributing to its tumour suppressor activity. We also noticed that the second and third enriched functions, namely embryonic development and lipid metabolism, are two cellular processes previously linked to BRCA1 [21] [22]. In addition, gene ontology analysis revealed that BRCA1 affects translation of genes involved in less expected functions such as cellular movement, nucleic acid metabolism or protein trafficking. 

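In the lists of lipid synthesis, 0 of the expressed genes passed an RR threshold in both replicates at the brightest probe set. Of 14 expressed genes of fatty acid and triglyceride synthesis, 0 passed the thresholds and 0 passed limma on RR (1 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a median log2 RR of -0.01 (adjusted p = 0.992 from camera). In polyRNA, ELOVL6, which lengthens fatty acids (chromosome 4 of GRCh38.p14, 110045846 to 110199202), rose with ratios of 1.24 and 1.58 (adjusted p = 0.0340 from limma), and ACLY, the ATP citrate lyase that supplies acetyl-CoA (chromosome 17, 41866917 to 41930545), fell with ratios of 0.509 and 0.862 (adjusted p = 0.0466). Of 16 genes of cholesterol synthesis, 0 passed either test on RR (1 lower at an unadjusted p under 0.05), with a median log2 RR of 0.01 (adjusted p = 0.992 from camera). When any expressed probe set counted, 1 gene of cholesterol synthesis had a decreased RR, MVK, the mevalonate kinase (0.513 and 0.390, named after its values were seen; Fisher's exact test, adjusted p = 1 over the lists), and 0 of fatty acid and triglyceride synthesis passed. In polyRNA MSMO1, a sterol demethylase, rose with ratios of 1.27 and 1.18 (adjusted p = 0.0466). Embryonic development was not among the gene lists.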

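In the lists of cell movement, nucleotide metabolism and protein trafficking, 0 of the expressed genes passed an RR threshold in both replicates at the brightest probe set, and genes outside these lists were not tested for these functions. PTK7, a gene of Table 1, is in the movement list but is not counted, since it has no probe set in the expressed set. Its brightest probe set had an increased RR in both replicates, with a mean of 3.99. Of 24 expressed genes of adhesion and movement, 0 passed the thresholds or limma on RR (1 lower at an unadjusted p under 0.05, median log2 RR 0.06, adjusted p = 0.637 from camera), and RHOC, a small GTPase of cell motility, had RR values of 0.753 and 0.935. In totRNA SNAI2 fell and 23 genes of this list did not pass the test (1 lower when adjusted over the list alone). Of 28 genes of nucleotide metabolism, 0 passed on RR (0 at an unadjusted p under 0.05, median log2 RR -0.02, adjusted p = 0.883 from camera), while DPYD, which degrades pyrimidines (chromosome 1 of GRCh38.p14, 97077743 to 97921059), fell in totRNA to 0.540 and 0.537 (adjusted p = 0.0448 from limma). Of 36 genes of protein trafficking, 0 passed on RR (1 lower at an unadjusted p under 0.05, median log2 RR -0.08, adjusted p = 0.246 from camera). When any expressed probe set counted, 1 gene of trafficking had a decreased RR, ARF6, a small GTPase of endosomes (0.557 and 0.605, named after its values were seen; Fisher's exact test, adjusted p = 1 over the lists), and 0 of the other 2 lists passed. COPA, a coat protein of vesicles from the Golgi, had RR values of 0.603 and 0.868, and RAB7A, of late endosomes, 1.14 and 1.06.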

To our knowledge, these mechanisms have not to date been clearly associated with BRCA1 tumour suppressor activity and would be worth examining further.

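Genes of checkpoints, the cell cycle and cell death were measured as lists of textbook members. These lists also hold genes of Table 1, so they are not independent of the study's choice. HIPK2 is in the checkpoint list, CDK6 in that of G1/S, and HASPIN, NDE1 and TPR in that of mitosis. FOXO3 is in the apoptosis list, and BRWD1, CBX5, HDAC8 and KMT2E are among the chromatin regulators. Of 20 expressed genes of the DNA damage checkpoint, 0 passed on RR (1 lower at an unadjusted p under 0.05), with a median log2 RR of 0.14 (adjusted p = 0.199 from camera), and WEE1, the kinase that holds cells before mitosis, had RR values of 1.47 and 1.15. Of 38 genes of the G1/S transition and DNA replication, 0 passed (1 lower at an unadjusted p under 0.05, median log2 RR -0.02, adjusted p = 0.637 from camera). Among 33 genes of mitosis, HASPIN (GSG2), the kinase of histone H3 threonine 3, had a decreased RR of 0.642 ± 0.00784 (SD, n = 2, adjusted p = 0.766 from limma), and the list had a median log2 RR of 0.03 (adjusted p = 0.631 from camera). In totRNA the mitosis list was lower than the other genes, with a median log2 of -0.12 and no member past limma (1 higher and 3 lower at an unadjusted p under 0.05; adjusted p = 0.0184 from camera, and adjusted p = 0.560 with an estimated correlation). Of 19 targets of p53, ZMAT3 and TNFRSF10B, a death receptor (chromosome 8 of GRCh38.p14, 23020133 to 23069031), rose in totRNA and 17 did not pass (2 higher when adjusted over the list alone). Of 29 genes of apoptosis, the death receptors TNFRSF10A and TNFRSF10B rose in totRNA (2 higher and 1 lower when adjusted over the list alone, median log2 0.08, camera adjusted p = 0.0491, and adjusted p = 0.560 with an estimated correlation), and TNFRSF10B had ratios of 1.68 and 1.69 (adjusted p = 0.0109 from limma). On RR the apoptosis list had a median log2 of -0.02 and 0 members past either test (3 lower at an unadjusted p under 0.05; adjusted p = 0.314 from camera), as the p53 list had one of -0.11 (1 higher and 2 lower unadjusted; adjusted p = 0.470). Of 44 chromatin regulators, BRWD1, a bromodomain protein (chromosome 21, 39184176 to 39321212), rose in totRNA to 1.86 and 1.78 at its brightest probe set (adjusted p = 0.0156 from limma), while the probe set that matches Table 1 had totRNA ratios of 0.394 and 1.2. The list had a median log2 RR of 0.01 (1 higher and 1 lower at an unadjusted p under 0.05; adjusted p = 0.470 from camera). These counts are of the brightest probe sets, and when any expressed one counted, TPR of the mitosis list and KMT2E and KMT2C of the chromatin list had an increased RR (TPR and KMT2E are genes of Table 1, and KMT2C is named after its values were seen).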

Gene ontology analysis showed that several functions contributing to cell surveillance such as cell cycle arrest, cell death, cellular growth and proliferation, DNA repair and gene expression are enriched in genes translationally controlled by BRCA1. We further explored the expression of several genes reminiscent of these 5 main functions depicted for BRCA1 (Table 1). 

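For 32 of the 35 genes of Table 1, a probe set was found whose mean polyRNA and totRNA ratios match the printed ones within 0.06 or 5%, and 22 of these had an increased and 10 a decreased RR in both replicates. The largest increases were those of REV1, BHLHE41, a clock repressor, and PTK7, a receptor kinase without catalytic activity, with RR values of 5.53 ± 3.30, 5.04 ± 3.13 and 3.99 ± 1.72 (SD, n = 2), but the signal level of BHLHE41, 48.6, is within the range of the highest unspiked trpn control of each array (20.1 to 56.7). The mean polyRNA ratio over the mean totRNA ratio, which matches the printed RR as closely for all 32 (the mean of the 2 RR values does for 25), was 4.53 for REV1, 3.21 for BHLHE41 and 3.64 for PTK7. PRKACB, a catalytic subunit of protein kinase A, and PHRF1, a protein with PHD and RING fingers, had RR values of 0.378 ± 0.124 and 0.433 ± 0.242. TRAF4, a signaling adaptor (chromosome 17 of GRCh38.p14, 28744011 to 28750956), had an RR of 0.603 ± 0.00379 (SD, n = 2). FOXO3 had no matching probe set and its brightest one gave 1.01 ± 0.0202. The annotation pairs no probe set with ASH1L alone or with RUNX1 alone. Because these genes were chosen by the study from their values in these samples, their count is not independent evidence of direction. None of the 32 passed limma (smallest adjusted p = 0.0574, for KMT2E), and 14 had an unadjusted p under 0.05. Of the 32 probe sets, 19 lie below the signal of the expressed set, and 22 of the genes have a brighter probe set. At the brightest probe set of each gene 6 had an increased RR, 4 a decreased RR and 23 neither.

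**Figure D4:**
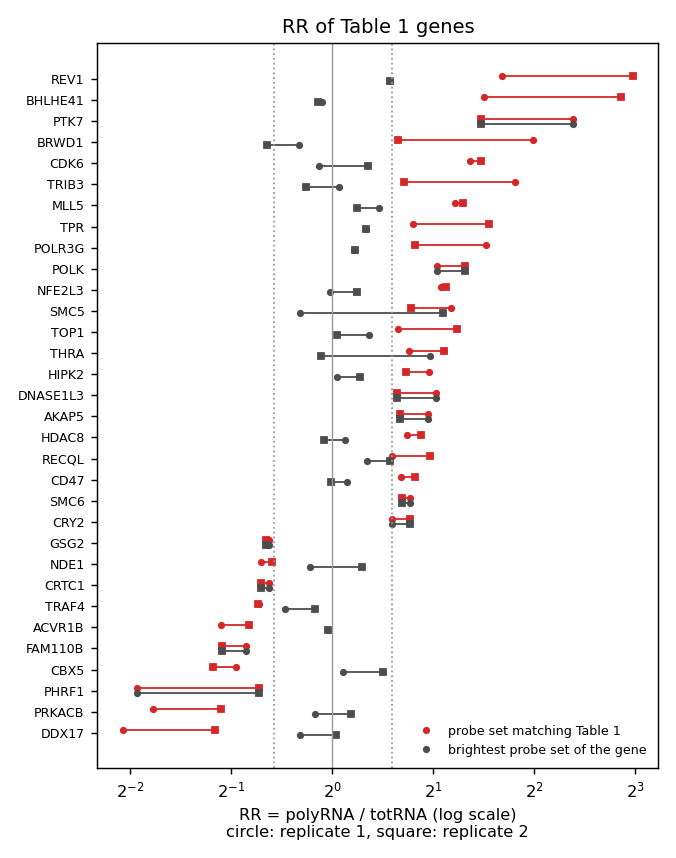
RR of the genes of Table 1 on a log axis, for the probe set that matches the printed values (red) and for the brightest probe set of the gene (grey). Circles and squares are replicates 1 and 2, dotted lines are the thresholds of 1.5 and 0.67. The 32 red pairs lie outside the dotted lines. At the brightest probe set 23 of 33 genes do not pass in both replicates, a count that includes FOXO3, which is not drawn.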

Analysis of RR values showed that 23 mRNAs were translationally increased (RR ≥1.5) while 12 mRNAs were translationally decreased (RR ≤0.67) in BRCA1-depleted MCF7 cells. 

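NFE2L3, a transcription factor, DNASE1L3, a nuclease, and POLR3G, a subunit of RNA polymerase III, had totRNA ratios of 0.846 ± 0.0475, 1.01 ± 0.136 and 0.956 ± 0.528 (SD, n = 2) and polyRNA ratios of 1.81 ± 0.143, 1.79 ± 0.0950 and 2.00 ± 0.476. ACVR1B, an activin receptor, and PHRF1 had totRNA ratios of 0.876 ± 0.0827 and 1.24 ± 0.216 and polyRNA ratios of 0.447 ± 0.0188 and 0.511 ± 0.206. The average totRNA ratio lay between the thresholds for 23 of the 32 genes of Table 1 with a matching probe set. Of these, 17 had a polyRNA ratio past a threshold and 6 had neither ratio past one, as for AKAP5, an anchor of protein kinase A, with a polyRNA ratio of 1.32 ± 0.215 and a totRNA ratio of 0.768 ± 0.225. For 7 genes only the totRNA ratio was past a threshold.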

Our findings also indicate that the translational changes of the majority of these mRNAs (22 out of 35) in BRCA1-depleted cells are explained by their differential association to polysomes with no significant changes in their total mRNA abundance. In addition, some translationally enhanced mRNAs such as ASH1L, REV1, TRIB3 or CDK6, showed a decrease in total quantity of mRNA, however the fraction of mRNA present on polysomes remained constant. 

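REV1, a translesion polymerase, had a totRNA ratio of 0.224 ± 0.136 and a polyRNA ratio of 1.02 ± 0.0111 (SD, n = 2) at a probe set whose signal level of 71.5 is below that of the expressed set. TRIB3, a pseudokinase of the stress response, had a totRNA ratio of 0.501 ± 0.0989 (adjusted p = 0.0903 from limma) and a polyRNA ratio of 1.22 ± 0.409 (SD, n = 2). CDK6, a kinase of the G1 phase, had a totRNA ratio of 0.332 ± 0.00446 and a polyRNA ratio of 0.888 ± 0.0571 (SD, n = 2), at a signal level of 116. Their RR values at these probe sets were 3.2 and 7.87, 3.51 and 1.64, and 2.57 and 2.77 in replicates 1 and 2. CD47, a surface protein that blocks phagocytosis, had a totRNA ratio of 0.515 ± 0.0248 (SD, n = 2, adjusted p = 0.0542) and a polyRNA ratio of 0.869 ± 0.0985. The totRNA changes of REV1 and CDK6 did not pass limma over all probe sets (adjusted p = 0.389 and 0.387). The brightest probe sets of REV1, TRIB3 and CDK6 gave RR values of 1.49 and 1.49, 1.04 and 0.835, and 0.912 and 1.27.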

Other mRNAs, such as CBX5, or DDX17, although increased in total abundance, did not efficiently associate with polysomes and were therefore translationally repressed.

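CBX5, which encodes heterochromatin protein HP1 alpha (chromosome 12 of GRCh38.p14, 54230942 to 54280122), had a totRNA ratio of 1.95 ± 0.304 and a polyRNA ratio of 0.939 ± 0.250 (SD, n = 2), and an RR of 0.477 ± 0.0536. DDX17, an RNA helicase (chromosome 22, 38483438 to 38506311), had a totRNA ratio of 1.92 ± 0.152 and a polyRNA ratio of 0.646 ± 0.234 (SD, n = 2), and an RR of 0.342 ± 0.149. HASPIN had a totRNA ratio of 1.57 ± 0.0213 and a polyRNA ratio of 1.01 ± 0.00136 (SD, n = 2, adjusted p = 0.270 and 0.990 from limma), and TRAF4 one of 1.59 ± 0.290 and 0.956 ± 0.169. The totRNA changes of CBX5 and DDX17 did not pass limma over all probe sets (adjusted p = 0.551 and 0.584). Their probe sets had signal levels of 139 and 119, and the brightest probe sets of the same genes gave RR values of 1.08 and 1.41 for CBX5 and 0.80 and 1.02 for DDX17.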

**Table 1:** Selected candidate mRNAs that displayed a significantly altered translation in BRCA1-depleted MCF7 cells compared to control MCF7 cells.

Gene Symbol	Gene Title	Poly RNA	Tot RNA	poly/tot	GenBank
	**Gene Expression**				
ACVR1B	activin A receptor, type IB	0,45	0,9	0,5	NM_004302
AKAP5	A kinase (PRKA) anchor protein 5	1,3	0,8	1,7	NM_004857
ASH1L	ash1 (absent, small, or homeotic)-like (Drosophila)	1,1	0,6	1,8	NM_018489
BRWD1	bromodomain and WD repeat domain containing 1	1,7	0,8	2,2	NM_033656
CBX5	chromobox homolog 5 (HP1 alpha homolog, Drosophila)	0,9	2,0	0,5	NM_001127322
CRTC1	CREB regulated transcription coactivator 1	0,9	1,4	0,6	NM_015321
DDX17	DEAD (Asp-Glu-Ala-Asp) box polypeptide 17	0,6	1,9	0,3	NM_006386
HDAC8	histone deacetylase 8	1,5	0,8	1,8	NM_018486
MLL5	myeloid/lymphoid or mixed-lineage leukemia 5	1,7	0,7	2,4	NM_182931
NFE2L3	nuclear factor (erythroid-derived 2)-like 3	1,8	0,8	2,1	NM_004289
PHRF1	PHD and ring finger domains 1	0,5	1,2	0,4	NM_020901
POLR3G	polymerase (RNA) III (DNA directed) polypeptide G (32 kD)	2,0	1,0	2,1	NM_006467
PRKACB	protein kinase, cAMP-dependent, catalytic, beta	0,5	1,4	0,4	NM_207578
THRA	thyroid hormone receptor, alpha	2,2	1,1	1,9	NM_199334
	**Genome Integrity and DNA Repair**				
POLK	polymerase (DNA directed) kappa	2,2	0,9	2,3	NM_016218
REV1	REV1 homolog (S. cerevisiae)	1,0	0,2	4,5	NM_016316
SMC5	structural maintenance of chromosomes 5	2,0	1,0	1,9	NM_015110
SMC6	structural maintenance of chromosomes 6	1,3	0,8	1,7	NM_001142286
TOP1	topoisomerase (DNA) I	1,3	0,7	1,9	NM_003286
	**Cell Death and Survival**				
BHLHE41	basic helix-loop-helix family, member e41	2,6	0,8	3,2	NM_030762
CD47	CD47 molecule	0,9	0,5	1,7	NM_001777
DNASE1L3	deoxyribonuclease I-like 3	1,8	1,0	1,8	NM_004944
FOXO3	forkhead box O3	0,5	1,0	0,5	NM_001455
HIPK2	homeodomain interacting protein kinase 2	1,5	0,9	1,8	NM_022740
TRIB3	tribbles homolog 3 (Drosophila)	1,2	0,5	2,4	NM_021158
	**Cell Growth and Proliferation**				
FAM110B	family with sequence similarity 110, member B	0,4	0,8	0,5	NM_147189
PTK7	protein tyrosine kinase 7	2,1	0,6	3,6	NM_002821
RUNX1	runt-related transcription factor 1	0,9	1,4	0,6	NM_001122607
TRAF4	TNF receptor-associated factor 4	1,0	1,6	0,6	NM_004295
	**Cell Cycle Control**				
CDK6	cyclin-dependent kinase 6	0,9	0,3	2,7	NM_001259
CRY2	cryptochrome 2 (photolyase-like)	1,5	0,9	1,6	NM_021117
GSG2	germ cell associated 2 (haspin)	1,0	1,6	0,6	NM_031965
NDE1	nudE nuclear distribution gene E homolog 1 (A. nidulans)	0,9	1,4	0,6	NM_001143979
RECQL	RecQ protein-like (DNA helicase Q1-like)	1,4	0,8	1,8	NM_002907
TPR	translocated promoter region (to activated MET oncogene)	1,8	0,7	2,5	NM_003292

Genes are clustered into functional groups. Each gene is annotated in the table with the gene symbol, the gene name, the fold change in abundance in polysomal RNA (polyRNA), the fold change in mRNA abundance (totRNA), the relative translatability (poly/tot) and the GenBank accession number.

In addition, this analysis indicates that the mRNAs implicated in genome integrity and DNA repair were all translationally stimulated in BRCA1-depleted MCF7 cells, suggesting a compensatory response to the loss of BRCA1 DNA repair function as recently mentioned [23]. 

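The 5 genes of Table 1 under genome integrity and DNA repair had an increased RR in both replicates at the probe sets that match the table. POLK (chromosome 5 of GRCh38.p14, 75510774 to 75609991) had an RR of 2.27 ± 0.302 (SD, n = 2, adjusted p = 0.580 from limma). Its polyRNA ratio was 2.2 ± 1.12 and its totRNA ratio 0.948 ± 0.369 (SD, n = 2). REV1 (chromosome 2, 99400477 to 99490202), TOP1, the topoisomerase that relaxes supercoiled DNA, and SMC5 and SMC6, of a complex of chromosome maintenance, made up the rest. At the brightest probe set of each gene, 2 of the 5 were increased, POLK and SMC6, and 3 were neither. The median log2 RR over those probe sets was 0.57, above that of the other genes (adjusted p = 0.000182 from camera, and adjusted p = 0.728 with an estimated correlation), and the median log2 change in polyRNA was 0.38 (camera adjusted p = 0.00485, and adjusted p = 0.528 with an estimated correlation). For RR, 0 of the 5 passed limma over all genes and 3 did when adjusted over the list alone (3 at an unadjusted p under 0.05), which is not independent evidence since the study chose the list from these samples. The paper proposes that this stimulation is a compensatory response to the loss of the DNA repair function of BRCA1.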

Most of the mRNAs implicated in cell death and survival were also translationally increased, suggesting a similar mechanism of compensation. This is in line with previous reports proposing that loss of functional homology-directed DNA repair through knock-out of BRCA1 might be partially compensated for by other DNA repair mechanisms [24].

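Of the 6 genes of Table 1 under cell death and survival, BHLHE41, CD47, DNASE1L3, HIPK2 and TRIB3 had an increased RR in both replicates at the probe sets that match the table. CD47 (chromosome 3 of GRCh38.p14, 108043091 to 108091031) had an RR of 1.68 ± 0.110 (SD, n = 2, adjusted p = 0.637 from limma). DNASE1L3, which degrades DNA of dying cells, had an RR of 1.79 ± 0.335 (SD, n = 2) at a signal level of 83.8. At the brightest probe set of each of the 6 genes, which for DNASE1L3 is the one above, 1 was increased and 5 lay between the thresholds, FOXO3 among them. CD47 at its brightest probe set fell in totRNA to 0.739 and 0.793 and in polyRNA to 0.817 and 0.785 (adjusted p = 0.00877 and 0.0143 from limma), with RR values of 1.1 and 0.991. Over the 4 genes with an expressed probe set the median log2 RR was 0.04 (0 past limma and 0 at an unadjusted p under 0.05; adjusted p = 0.750 from camera), for a list the study chose from these samples.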

### Validation of Gene Expression Alteration by Quantitative RT-PCR and Western Blot

We used RT-qPCR to verify the translational regulation of five candidate genes identified by our microarray analysis presented in Table 1. To this end, we used a total of four independent experiments including one used for the microarray.

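HIPK2, a kinase that activates p53 (chromosome 7 of GRCh38.p14, 139561570 to 139777998), had an RR of 1.80 ± 0.20 (SD, n = 2), with a polyRNA ratio of 1.55 ± 0.451 and a totRNA ratio of 0.879 ± 0.348. SMC6 (chromosome 2, 17663812 to 17753810) had an RR of 1.66 ± 0.0581 (SD, n = 2, adjusted p = 0.574 from limma), with a polyRNA ratio of 1.31 ± 0.184 and a totRNA ratio of 0.794 ± 0.139. THRA, the thyroid hormone receptor alpha (chromosome 17, 40062193 to 40093867), had an RR of 1.92 ± 0.325 (SD, n = 2), with a polyRNA ratio of 2.15 ± 0.360 and a totRNA ratio of 1.12 ± 0.00159. TOP1 (chromosome 20, 41028822 to 41124487) had an RR of 1.96 ± 0.548 (SD, n = 2, adjusted p = 0.610), with a polyRNA ratio of 1.32 ± 0.15 and a totRNA ratio of 0.715 ± 0.277. The RR of each of the 4 genes was at least 1.5 in both replicates, and the adjusted p of HIPK2 and THRA over all probe sets was 0.892 for each. HIPK2 and THRA lie below the expressed signal at these probe sets, with levels of 170 and 99.5. SMC6 has no brighter probe set, while the brightest ones of HIPK2, THRA and TOP1 gave RR values of 1.03 and 1.21, 1.95 and 0.922, and 1.28 and 1.03.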

Upon microarray analysis, four candidates, HIPK2, SMC6, THRA and TOP1, demonstrated a translational induction with a RR ≥1.5 in the absence of changes in total mRNAs. Using RT-qPCR, we showed that polysomal mRNA abundance was increased upon BRCA1 depletion, without a large change in total mRNA level. We therefore confirmed the translational induction of these mRNAs with a clear significance for SMC6, THRA and TOP1 (*p* = 0.05) and a near limit significance for HIPK2 (*p* = 0 07) (Figure 3).

**Figure 3:**
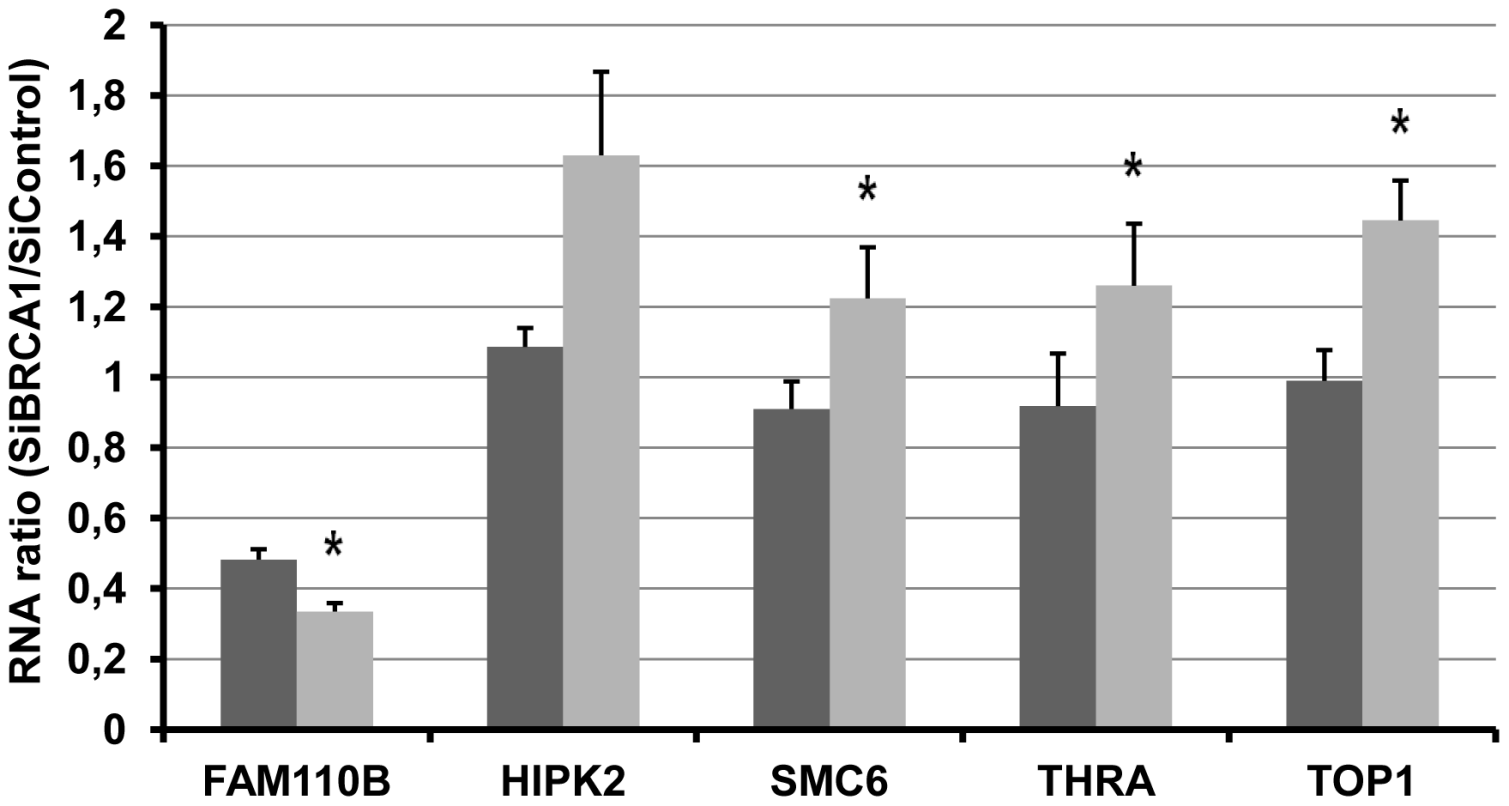
RT-qPCR analyses of differentially translated mRNAs upon BRCA1 depletion. Total RNA and polysomal-associated RNA from MCF7 cells transfected with BRCA1-targetting siRNA or control siRNA were reverse transcribed and five transcripts identified in the microarray analysis were quantified by real time PCR. qPCR analysis was performed in triplicate. Analysis of mRNA levels for each target was normalized to HPRT1 mRNA. For each gene, the polyRNA (grey) and the totalRNA (black) Ratios were determined using the ΔΔCt calculation method. Results are representative of the average RNA ratio ± SEM from four independent experiments. *, *p*<0.05 compared with SiControl.

Upon microarray analysis, one candidate, FAM110B, demonstrated a decreased translation with a RR ≤0.67. 

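FAM110B, a protein of the centrosome (chromosome 8 of GRCh38.p14, 57994523 to 58148784), fell in polyRNA of BRCA1-depleted cells to 0.408 ± 0.0272 (SD, n = 2) of its level in non-depleted cells (log2 -1.30, adjusted p = 0.0294 from limma). Its totRNA ratio was 0.807 ± 0.146 (SD, n = 2, adjusted p = 0.576). The RR of FAM110B was 0.552 in replicate 1 and 0.469 in replicate 2, a mean of 0.511 ± 0.0588 (adjusted p = 0.618). The probe set is the brightest of the gene, with a signal level of 311, and FAM110B is 1 of the 10 genes with the largest decrease in polyRNA.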

Results of RT-qPCR confirmed the negative translational regulation of this mRNA.

Previous reports described HIPK2 as a tumour suppressor responsive to DNA damage. Its activation downstream of the ATM and/or ATR kinases leads to cell death and growth suppression [25] [26]. Therefore, HIPK2 shares with BRCA1 some common features. This led us to further investigate the regulation of HIPK2 translation.

To determine whether the BRCA1-dependent change in translational activity of HIPK2 mRNA corresponds with a change in its protein product, immunoblots were performed for BRCA1-depleted and control MCF7 cells. As shown in Figure 4A, the HIPK2 protein is induced in BRCA1-depleted MCF7 cells, while β-actin and α-tubulin are unaffected.

**Figure 4:**
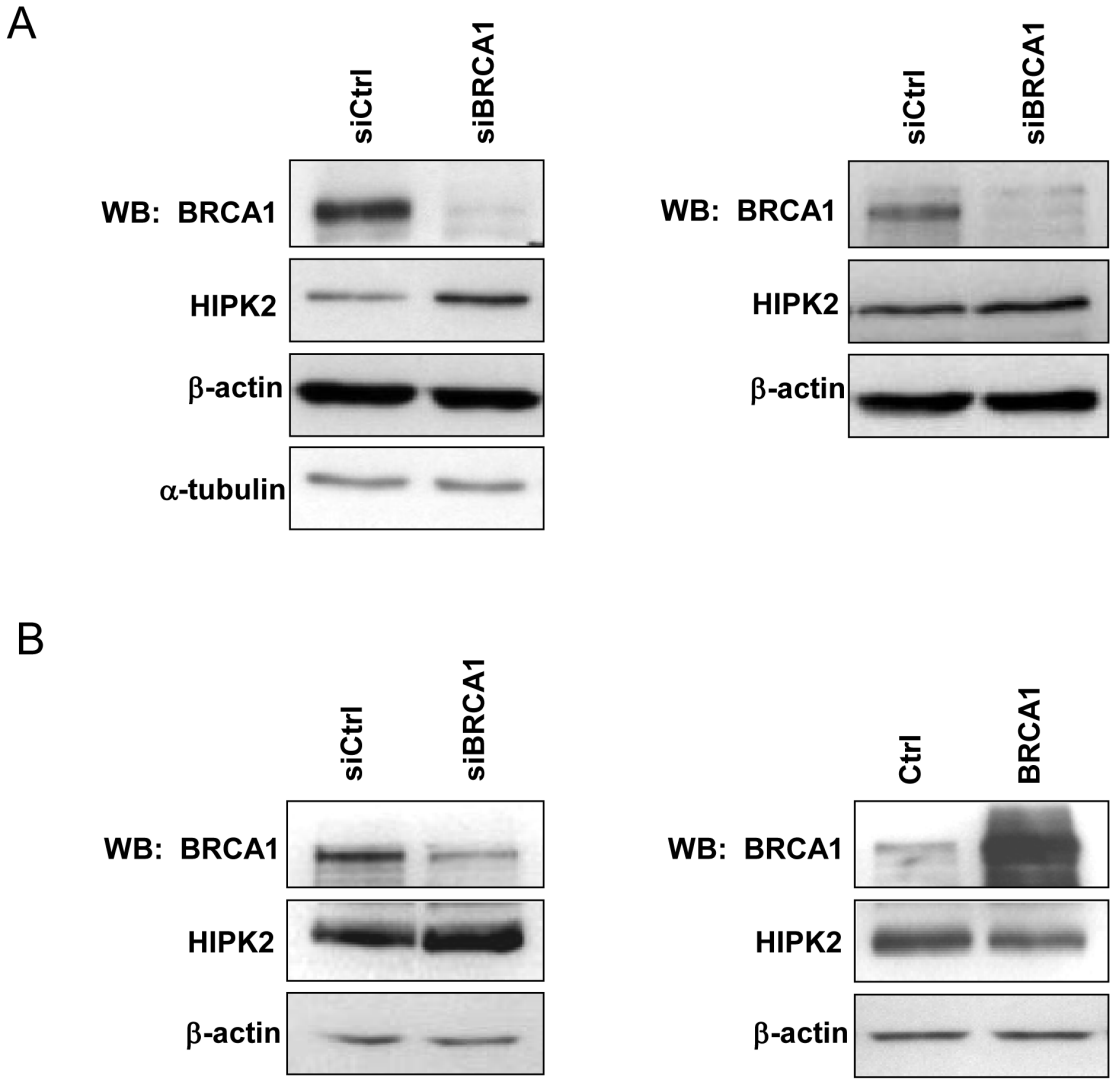
Analyses of HIPK2 protein predicted to be modified by BRCA1 depletion. A/MCF7 cells transfected with BRCA1-targetting siRNA or control siRNA and total protein extracts were collected 72 h later and subjected to immunoblot analysis for HIPK2 protein, using antibodies provided by Epitomics (Left) and Aviva (Right). B/293T cells transfected with BRCA1-targetting siRNA or control siRNA (Left) or transfected with BRCA1 expressing plasmid or empty plasmid as control (Right) were subjected to immunoblot analysis for HIPK2 protein, using antibodies provided by Epitomics. Blots used β-actin and/or α-tubulin as loading controls. The blots shown are representative of at least three independent experiments.

To further ascertain the role of BRCA1 on HIPK2 protein abundance, a second anti-HIPK2 antibody was used to detect HIPK2 protein in BRCA1-depleted and control MCF7 cells. Results confirmed increased HIPK2 protein abundance under BRCA1 depletion (Figure 4A). We also analyzed the impact of RNAi-mediated gene silencing of BRCA1 in non-mammary cells, namely 293T cells. Similar to what has been observed in MCF7 cells, HIPK2 protein is induced in BRCA1-depleted 293T cells. Accordingly, 293T cells that over-expressed BRCA1 exhibited a decreased quantity of HIPK2 protein (Figure 4B).

## Discussion

Here, we have used a microarray analysis of polysome-associated mRNA from BRCA1-depleted MCF7 cells to provide a genome-wide overview of the role played by BRCA1 in translational regulation. We calculated the relative translatability through the RR ratio (RR = polyRNA/totRNA) to reveal, for each mRNA, the change in its association with polysomes independently to any change in its total cytoplasmic amount. We demonstrate that BRCA1 modifies the translational regulation of about 7% of genes expressed in MCF7 cells. 

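Abundant mRNAs of the cytoskeleton had RR values near 1, with 0.999 ± 0.00629 for ACTB, a cytoplasmic actin, 1.02 ± 0.121 for TUBA1B and 0.910 ± 0.0318 for TUBA1A, both alpha-tubulins (SD, n = 2). Of the probe sets with signals of 1845 to 54800, the brightest of 10 equal groups, 10 had a modified RR in both replicates. The second group held 57 and the third, with signals of 254 to 621, held 188. Of the expressed probe sets, 320 or 1.84% had a modified RR, and 70.9% of these were increased. The increased share was 57.8% with quantile normalization and 65.8% with median centring, and 54.9% in replicate 1 alone and 62.8% in replicate 2 alone. With the brighter 27306 probe sets of the array counted, the share was 7.34%. Probe sets past the thresholds in opposite directions numbered 1, 26 and 84 in these groups, and 416 and 946 in the fourth and the fifth, beside 623 and 1127 in the same direction. Pearson's r between the replicates' log2 RR, across expressed probe sets, which are not independent, was 0.147, against 0.302 for totRNA and 0.305 for polyRNA. For 160 genes with a modified RR and another expressed probe set, the other moved in the same direction in 67.5% (95% Wilson interval 59.9% to 74.3%), with a median log2 RR of 0.12 in that direction against 0.88.

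**Figure D5:**
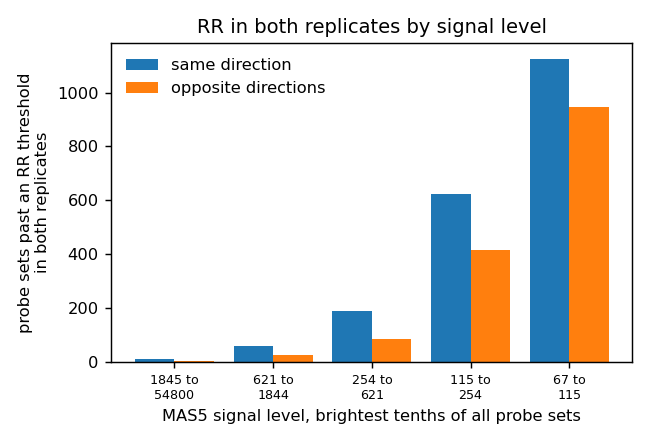
Number of probe sets past an RR threshold in both replicates in the same direction (blue) and in opposite directions (orange), for groups of all probe sets ordered by MAS5 signal level. The counts are 10 and 1 in the brightest group and 1127 and 946 in the fifth.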

Our findings also indicate that the translational changes of many mRNAs in BRCA1-depleted cells are explained by their differential association with polysomes coupled with no significant changes in their total mRNA abundance. The modified translatability of other mRNA species originated from modified total mRNA abundance counteracted by consistent presence on polysomes. Interestingly, some mRNAs displayed changes in abundance in polysomes together with opposite changes in total mRNA, suggesting that their recruitment to polysomes is highly controlled by BRCA1.

Gene ontology analysis revealed that the most enriched function of the genes that are translationally regulated is cellular maintenance, which is considered today as the major role of BRCA1 contributing to its tumour suppressor activity [6]. Accordingly, gene ontology analysis showed that several cellular processes participating in cellular maintenance, such as cell cycle arrest, cell death, cellular growth and proliferation, DNA repair and gene expression, are enriched in genes translationally controlled by BRCA1. We used an RT-qPCR approach to ascertain the significant changes in mRNA’s polysome association of 5 genes identified through our microarray and selected for their participation in main functions of BRCA1 implicated in cell surveillance. In addition, some translationally deregulated genes are involved in lipid metabolism and should be further examined as BRCA1 has been recently implicated in negative control of lipid metabolism [20] [27]. Finally, this study revealed that BRCA1 impacts translation of genes involved in several cellular functions that are not currently clearly linked to BRCA1, such as cellular movement, nucleic acid metabolism or protein trafficking. The identity of these latter genes may be indicative of novel functions for BRCA1.

To our knowledge, genome-wide translational control of mRNAs by BRCA1 has not been described previously. Studies performing gene expression microarray analysis with RNAi-depleted BRCA1 MCF7, T47D or HeLa cells identified a number of genes regulated by BRCA1 at the transcriptional level [28] [29] [30]. Comparing these genes with those found translationally deregulated in our study, few, if any genes, were found to be affected through both translational and transcriptional mechanisms in absence of BRCA1. This suggests that BRCA1 differentially regulates transcription and translation of cellular genes. The difference we observe between changes in transcription and translation is consistent with previous reports involving eukaryotic cells [31]. By comparing protein expression levels with RNA levels, a recent proteomic study using mouse Brca1-deficient mammary tumours clearly showed that RNA levels can be discordant with their protein expression [23]. These results underscore the importance of studying not only transcriptional regulation but also translational regulation to understand BRCA1-dependent biological processes.

Large-scale profiling of mRNA translation efficiencies during mitotic cycle or cell stress such as hypoxia, apoptosis, endoplasmic reticulum stress or UVB DNA damage, has revealed that certain mRNAs evade global inhibition of protein synthesis [32] [33] [34] [35] [36]. Furthermore, the 5′UTR of these mRNAs plays a crucial role in the mechanism of selective mRNA translation. Many of these mRNAs are translated using alternative mechanisms of translation initiation, such as the IRES (Internal Ribosome Entry Site)-dependent mechanism [37] [38]. The translation of these mRNAs is maintained or increased during stress through activity of trans-acting factors that act either as RNA chaperones or as adaptor proteins [39]. Several of these trans-acting factors, called ITAF (IRES-Trans acting factor) when implicated in IRES-dependent translation, are regulated by their sub-cellular localization [40]. Therefore, we can hypothesize that BRCA1 plays a role of trans-acting factor with translational activity that may vary greatly depending on the physiological status of the cell, e.g. upon induction of stress response or DNA damage. Thus, like other trans-acting factors such as HuR, PTB, hnRNP A1 and RBM4 [37] [41] [42], BRCA1 may regulate translation of different subsets of mRNA depending on its sub-cellular localization that is modified in response to cell stress. Given its role as a tumour suppressor and its stimulated nucleo-cytoplasmic shuttling properties after DNA damage [9], it is possible that in response to DNA damaging agents, BRCA1 preferentially regulates the translation of genes involved in DNA repair. Furthermore, we may propose the hypothesis that other genes not observed as regulated by BRCA1 in this study may be deregulated due to stress conditions specific to these genes or pathways and their interaction with BRCA1. Since translation is the last step in the flow of expression of genetic information, BRCA1-dependent regulation at the translational level would allow for an immediate and rapid response to changes in physiological conditions such as DNA damage without the involvement of mRNA synthesis and transport.

We previously showed that BRCA1 regulates global translation in a PABP1-dependent manner. We demonstrate here that BRCA1 regulates the translation of a limited number of mRNAs. Because PABP1 acts as a general translational factor, we asked how BRCA1 selectively impacts the translation of only some mRNAs species. We first examined whether the proteins encoded by these mRNAs present some common features. Using IPA software, we found that these proteins participate in many cellular pathways, and are not restricted to any particular gene ontology function such as transcription regulators or kinases. It is possible that there are regulatory *cis*-elements in these mRNAs, such as a defined sequence in the 5′ or 3′untranslated region (UTR). We here compared the up- and down-regulated mRNA sequences in BRCA1-depleted MCF7 cells to investigate the possibility of some common features of the 5′UTRs. The analyses of 5′UTR sequences retrieved from UTRdb [43] for the positively, negatively and not (neutral) regulated mRNAs indicated that their GC content distributions differ for the 3 groups (Figure S1; Tables S1 and S2) while the length distributions are similar as assessed by a two-sample Kolmogorov-Smirnov test (Figure S2; Tables S3 and S4). These data suggest that the 5′UTR of mRNAs which are translationally regulated by BRCA1 share common features. It would be worth examining whether these 5′UTRs contain common mRNA motifs that could be recognized by BRCA1 interacting partners and/or BRCA1 itself. This hypothesis will be examined in future work.

Here we show that BRCA1 can act both as a translational repressor and as a translational activator. Among the genes whose translational level is significantly changed in response to BRCA1 depletion in MCF7 cells, we have selected those that were shown to play a role in cancer and we discuss below results concerning 5 of them.

HIPK2 is an emerging regulator of cell growth and apoptosis in various cell types and tissues, but regulation of HIPK2 remains largely obscure [44] [26]. HIPK2 has been described as a potential tumour suppressor and DNA damage-responsive kinase [45]. However, recent reports also indicate that HIPK2 can stimulate cell growth and that its expression level correlates with tumour progression. For example, in pilocytic astrocytoma, the HIPK2 gene is frequently amplified and HIPK2 over-expression stimulates cell growth [46]. Moreover, strong HIPK2 immunostaining in cervical cancer tissues was hypothesized to correlate with tumour progression [47]. In this context, our findings that BRCA1 negatively regulates the HIPK2 protein abundance suggest that BRCA1 modulates preferentially the growth-driving functions of HIPK2.

The widely expressed nuclear protein SMC6 (Structural Maintenance of Chromosome 6) forms the SMC5/SMC6 complex with SMC5 and is involved in DNA double-strand break repair [48]. Interestingly, this complex has been shown to facilitate telomere homologous recombination and elongation in cancer cells, indicating that the SMC5/6 complex is required for telomere maintenance [49]. We here propose that through negative translational regulation of SMC6, BRCA1 may protect cells from telomere elongation that is a mark of proliferative status. 

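SMC5, the partner of SMC6 in a complex of chromosome maintenance (chromosome 9 of GRCh38.p14, 70258978 to 70354873), had an RR of 1.99 ± 0.387 (SD, n = 2). Its polyRNA ratio was 1.96 ± 0.415 and its totRNA ratio 1.03 ± 0.407 (SD, n = 2). Over all probe sets the RR of SMC5 did not pass limma (adjusted p = 0.896). The signal level of this probe set, 119, is below that of the expressed set, and the brightest probe set of SMC5 gave RR values of 0.801 and 2.14.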

The fact that SMC5 was also negatively regulated by BRCA1 reinforces this model.

TOP1 (DNA Topoisomerase 1) controls and alters the topologic states of DNA during transcription. It is specifically inhibited by camptothecin (CPT), a drug that participates in current therapeutic protocols and particularly to breast tumour therapy, and by topotecan, a drug that is under clinical trial [50]. Several studies have proposed links between TOP1 and BRCA1. Markedly, BRCA1 has been shown to participate to the transcription-induced degradation of TOP1 [51]. Here, we also show that BRCA1 negatively regulates TOP1 suggesting that the control of TOP1 translation plays a part in the global down-regulation of TOP1 by BRCA1. Another critical point concerns the resistance to camptothecin (CPT) of some BRCA1-deficient breast tumours. Despite early reports that suggested the potential value of determining TOP1 levels in tumours, current therapeutic protocols do not take tumour expression levels of TOP1 protein or mRNA into account before giving CPT-based therapies [52]. In this critical context, it could be of great interest to examine the expression of BRCA1 that may function as a potential regulator of TOP1 expression and therefore be determinant for the efficiency of the anti-tumour treatment. A proteomic study using mouse Brca1-deficient mammary tumours has recently reported TOP1 as up-regulated [23] therefore strengthening our findings.

Historically, THRA (Thyroid Hormone Receptor Alpha) has been used to delineate the locus linked to breast cancer including *BRCA1*. A detailed deletion mapping of chromosome segment 17q12–21 in sporadic breast tumours showed that the pattern of LOH covered the BRCA1 and THRA locus [53]. Since then, several genetic analyses have shown some interplay between BRCA1 and THRA genes in breast cancers. Today, data from genetic studies suggest a new functional link between these two genes, and highlight the crucial impact of the expression regulation on cancer progression [54]. From a functional point of view, THRA encodes 3,30,5-triiodo-L-thyronine-binding thyroid hormone receptor isoform a1 (TRa1) that is predominantly expressed in the brain and adipose tissue. TRa1 plays a significant role in adipogenesis and maintenance of mature adipocyte functions. The use of TRa1 knock-in mutant mice has clearly shown that TRa1 plays a critical role in regulation of lipid homeostasis in white adipose tissue [55]. Gene expression profiling revealed a strong induction of genes involved in lipolysis, lipogenesis, and glucose handling as, for example, induction of the expression of acetyl CoA-carboxylase alpha (ACCA) [55]. We propose here a new model in which negative control of lipid synthesis by BRCA1 would be mediated not only through the BRCA1-ACCA interaction as we previously described [20] [56] [57], but also *via* the BRCA1-dependent translational regulation of THRA.

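ACACA, the acetyl-CoA carboxylase alpha of fatty acid synthesis (chromosome 17 of GRCh38.p14, 37084992 to 37406836), had a totRNA ratio of 1.07 ± 0.0872 and a polyRNA ratio of 0.807 ± 0.154 (SD, n = 2). Its RR was 0.620 in replicate 1 and 0.913 in replicate 2 (adjusted p = 0.677 from limma), so it passed a threshold in 1 replicate only. The brightest probe set of THRA had a signal level of 132, below that of the expressed set, and a mean RR of 1.44.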

Progression between the different cell cycle phases is controlled at specific checkpoints. Centrosomes and microtubules (MTs) are critical for the propagation of a stable genome through cell division. Several human pathologies, most notably cancer, have been related to centrosome abnormalities and MT defects. FAM110 (FAMily with sequence similarity 110) proteins have recently been identified as interacting with CSPP (centrosome/spindle pole-associated protein) using yeast two-hybrid assays. In the interphase, FAM110B showed both nuclear and cytoplasmic localization, accumulating at the centrosome/MTOC (MT organizing center). In mitosis, FAM110B slightly accumulates at the centrosomes and spindle poles [58]. Over-expression of FAM110B in HEK293T cells leads to an increase of diploid/G1 cells and impairs cell cycle progression through G1. The mechanisms causing the arrest are not known. The positive effect of BRCA1 on FAM110B translation that we uncovered in this study suggests that a functional interplay between BRCA1 which is largely implicated in cell cycle checkpoints and FAM110B, may contribute to a strict cell cycle control.

The BRCA1 protein is inactivated in most familial cases with *BRCA1* mutations and is under-expressed in about 30% of sporadic breast cancers, mainly in high grade tumours and in “basal-like” or “triple-negative” (ER-, PR-, HER2-) tumours. Because the BRCA1-depleted MCF7 cells used in this study mimic the physiological status of BRCA1 in breast cancers, we asked whether some translationally deregulated mRNAs encode potential therapeutic targets. Using IPA software, we found a number of drug targets to be regulated in the BRCA1-depleted cells (Table S5). They include the up-regulated HDAC8, THRA, TOP1 and CDK6 that participate to the 5 main functions depicted for BRCA1. 

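For 25 of the 30 drug targets of Table S5, a probe set was found whose RR equals the printed value within 0.1%, and 16 of these had an increased and 9 a decreased RR in both replicates. PSCA, a surface antigen (chromosome 8 of GRCh38.p14, 142670297 to 142682725), had an RR of 1.89 ± 0.0423 (SD, n = 2, adjusted p = 0.618 from limma), and RXRA, the retinoid X receptor alpha (chromosome 9, 134326455 to 134440585), had one of 0.590 ± 0.0658 (adjusted p = 0.606). Of the 25 matching probe sets, those of PSCA and RXRA alone are in the expressed set. The matching probe sets of DPYD and COL2A1, a collagen of cartilage, had signal levels of 52.0 and 60.3, near the highest signals of the unspiked trpn controls on each array (20.1 to 56.7), so their RR is not interpreted, and the brightest probe set of DPYD gave 1.23 and 1.21. None of the 25 passed limma, and 3 had an unadjusted p under 0.05. At the brightest probe set of each of 28 genes, 5 were increased, 4 decreased and 19 neither. The list was drawn by the study from these samples, so its count is not independent evidence of direction. Its 14 genes with an expressed probe set had a median log2 RR of 0.16 (adjusted p = 0.199 from camera) and a median log2 change in totRNA of -0.21 (camera adjusted p = 0.0491, and adjusted p = 0.560 with an estimated correlation).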

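HDAC8, a histone deacetylase (chromosome X of GRCh38.p14, 72329516 to 72572843), had an RR of 1.75 ± 0.119 (SD, n = 2), with a polyRNA ratio of 1.50 ± 0.769 and a totRNA ratio of 0.844 ± 0.381. Its signal level at this probe set was 121, and the brightest probe set of HDAC8, with a level of 1432, gave RR values of 1.09 and 0.942. The RR of HDAC8 did not pass limma over all probe sets (adjusted p = 0.90).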

HDAC8 is involved in chromatin remodelling by histone deacetylation. Inhibition of HDAC8 results in α-tubulin acetylation and therefore sensitizes breast cancer cells to tubulin-polymerizing agents [59]. 

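PIK3CB, a catalytic subunit of phosphoinositide 3-kinase (chromosome 3 of GRCh38.p14, 138652698 to 138834928), had an RR of 2.23 ± 0.488 (SD, n = 2), with a polyRNA ratio of 1.76 ± 0.140 and a totRNA ratio of 0.802 ± 0.113. MAP4K5, a kinase upstream of JNK signaling, had an RR of 2.78 ± 0.122 (SD, n = 2). CDK6 (chromosome 7, 92604921 to 92836573) had a mean RR of 2.67 ± 0.136 (SD, n = 2). TNK2, another kinase of Table S5, had an RR of 0.257 ± 0.290 (SD, n = 2), from 0.462 and 0.0519. The adjusted p from limma over all probe sets was 0.917 for PIK3CB, 0.892 for MAP4K5, 0.883 for CDK6 and 0.876 for TNK2. The 4 probe sets lie below the expressed signal, that of PIK3CB (55.5) within the range of the highest unspiked trpn control of each array (20.1 to 56.7), and the brightest ones of PIK3CB and MAP4K5 gave RR values of 1.06 and 1.27, and 1.37 and 1.2.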

Several kinases are up-regulated in the absence of BRCA1, including CDK6 and PIK3CB. CDK4/6 inhibitors that interrupt cell cycle have therapeutic efficacy in combination with endocrine-based therapy in patients with steroid hormone receptor positive breast cancer [60]. The PIK3CB kinase belongs to the well-investigated PI3K pro-proliferative pathway and is a target of several inhibitory drugs currently under trial [61]. Additional genes identified here are implicated in functions unrelated to BRCA1 and may constitute some new avenues to explore, leading to new therapeutic targets for BRCA1-deficient cancers.

It is well recognized that abnormal translation is a fundamental characteristic of tumour cells and a potential target for cancer treatment [62] [63]. In addition, therapeutic implications of BRCA1 dysfunction are at this time largely theoretical and today it is crucial to uncover novel efficient therapeutics. In this context, BRCA1-dependent translational regulation represents a novel way by which BRCA1 exerts its global role in cell surveillance, and the identification of BRCA1’s translational targets should lead to the discovery of new markers of tumorigenesis and new therapeutic targets.

## Supporting Information

Figure S1 **Distribution of GC content for the 3 sets of 5′UTRs.** The x-axis lists the 11 classes of GC content (in %). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).
(DOC)

Figure S2 **Distribution of length for the 3 sets of 5′UTRs.** The x-axis lists the 21 classes of length (in nucleotides). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).
(DOC)

Table S1 **Two-sample Kolmogorov–Smirnov test on GC content for the 3 sets of 5′UTRs**
(DOC)

Table S2 **Statistical parameters on GC content for the 3 sets of 5′UTRs**
(DOC)

Table S3 **Two-sample Kolmogorov–Smirnov test on length for the 3 sets of 5′UTRs**
(DOC)

Table S4 **Statistical parameters on length for the 3 sets of 5′UTRs**
(DOC)

Table S5 **IPA drug targets that displayed an altered translation in BRCA1-depleted MCF7 cells compared to control MCF7 cells.** Each gene is annotated in the table with the gene symbol, the relative translatability (polyRNA/totRNA), the GenBank accession number, the gene name, the family and the IPA drugs.
(XLS)

## References

[1] StrattonMR, RahmanN (2008) The emerging landscape of breast cancer susceptibility. Nat Genet 40: 17–22.1816313110.1038/ng.2007.53

[2] FutrealPA, LiuQ, Shattuck-EidensD, CochranC, HarshmanK, et al (1994) BRCA1 mutations in primary breast and ovarian carcinomas. Science 266: 120–122.793963010.1126/science.7939630

[3] RioPG, MaurizisJC, Peffault de LatourM, BignonYJ, Bernard-GallonDJ (1999) Quantification of BRCA1 protein in sporadic breast carcinoma with or without loss of heterozygosity of the BRCA1 gene. Int J Cancer 80: 823–826.1007491310.1002/(sici)1097-0215(19990315)80:6<823::aid-ijc5>3.0.co;2-3

[4] RakhaEA, El-SheikhSE, KandilMA, El-SayedME, GreenAR, et al (2008) Expression of BRCA1 protein in breast cancer and its prognostic significance. Hum Pathol 39: 857–865.1840025310.1016/j.humpath.2007.10.011

[5] WilsonCA, RamosL, VillasenorMR, AndersKH, PressMF, et al (1999) Localization of human BRCA1 and its loss in high-grade, non-inherited breast carcinomas. Nat Genet 21: 236–240.998828110.1038/6029

[6] VenkitaramanAR (2002) Cancer susceptibility and the functions of BRCA1 and BRCA2. Cell 108: 171–182.1183220810.1016/s0092-8674(02)00615-3

[7] FabbroM, HendersonBR (2003) Regulation of tumor suppressors by nuclear-cytoplasmic shuttling. Exp Cell Res 282: 59–69.1253169210.1016/s0014-4827(02)00019-8

[8] WangH, YangES, JiangJ, NowsheenS, XiaF (2010) DNA damage-induced cytotoxicity is dissociated from BRCA1’s DNA repair function but is dependent on its cytosolic accumulation. Cancer Res 70: 6258–6267.2063107410.1158/0008-5472.CAN-09-4713PMC2912952

[9] OkadaS, OuchiT (2003) Cell cycle differences in DNA damage-induced BRCA1 phosphorylation affect its subcellular localization. J Biol Chem 278: 2015–2020.1242772910.1074/jbc.M208685200

[10] FabbroM, SchuechnerS, AuWW, HendersonBR (2004) BARD1 regulates BRCA1 apoptotic function by a mechanism involving nuclear retention. Exp Cell Res 298: 661–673.1526571110.1016/j.yexcr.2004.05.004

[11] YangES, XiaF (2010) BRCA1 16 years later: DNA damage-induced BRCA1 shuttling. FEBS J 277: 3079–3085.2060897110.1111/j.1742-4658.2010.07734.xPMC6158790

[12] DizinE, RayH, SuauF, VoeltzelT, Dalla VeneziaN (2008) Caspase-dependent BRCA1 cleavage facilitates chemotherapy-induced apoptosis. Apoptosis 13: 237–246.1807190410.1007/s10495-007-0167-4

[13] LaulierC, BarascuA, Guirouilh-BarbatJ, PennarunG, Le ChalonyC, et al (2011) Bcl-2 inhibits nuclear homologous recombination by localizing BRCA1 to the endomembranes. Cancer Res 71: 3590–3602.2144467510.1158/0008-5472.CAN-10-3119

[14] DizinE, GressierC, MagnardC, RayH, DecimoD, et al (2006) BRCA1 interacts with poly(A)-binding protein: implication of BRCA1 in translation regulation. J Biol Chem 281: 24236–24246.1678270510.1074/jbc.M602176200

[15] ScullyR, ChenJ, PlugA, XiaoY, WeaverD, et al (1997) Association of BRCA1 with Rad51 in mitotic and meiotic cells. Cell 88: 265–275.900816710.1016/s0092-8674(00)81847-4

[16] Belin S, Hacot S, Daudignon L, Therizols G, Pourpe S, et al.. (2010) Purification of ribosomes from human cell lines. Curr Protoc Cell Biol Chapter 3: Unit 3 40.10.1002/0471143030.cb0340s4921154551

[17] Nguyen-LefebvreAT, Gonin-GiraudS, ScherlA, ArboitP, GrangerL, et al (2011) Identification of human, rat and chicken ribosomal proteins by a combination of two-dimensional polyacrylamide gel electrophoresis and mass spectrometry. J Proteomics 74: 167–185.2105548710.1016/j.jprot.2010.10.007

[18] RiveraCI, LloydRE (2008) Modulation of enteroviral proteinase cleavage of poly(A)-binding protein (PABP) by conformation and PABP-associated factors. Virology 375: 59–72.1832155410.1016/j.virol.2008.02.002PMC2409284

[19] NouschM, ReedV, Bryson-RichardsonRJ, CurriePD, PreissT (2007) The eIF4G-homolog p97 can activate translation independent of caspase cleavage. RNA 13: 374–384.1723735610.1261/rna.372307PMC1800516

[20] MoreauK, DizinE, RayH, LuquainC, LefaiE, et al (2006) BRCA1 affects lipid synthesis through its interaction with acetyl-CoA carboxylase. J Biol Chem 281: 3172–3181.1632669810.1074/jbc.M504652200

[21] BrunetJ, Vazquez-MartinA, ColomerR, Grana-SuarezB, Martin-CastilloB, et al (2008) BRCA1 and acetyl-CoA carboxylase: the metabolic syndrome of breast cancer. Mol Carcinog 47: 157–163.1762031010.1002/mc.20364

[22] HakemR, de la PompaJL, MakTW (1998) Developmental studies of Brca1 and Brca2 knock-out mice. J Mammary Gland Biol Neoplasia 3: 431–445.1081953710.1023/a:1018792200700

[23] Warmoes M, Jaspers JE, Pham TV, Piersma SR, Oudgenoeg G, et al.. (2012) Proteomics of mouse BRCA1-deficient mammary tumors identifies DNA repair proteins with potential diagnostic and prognostic value in human breast cancer. Mol Cell Proteomics 11: M111 013334.10.1074/mcp.M111.013334PMC339493922366898

[24] HelledayT, PetermannE, LundinC, HodgsonB, SharmaRA (2008) DNA repair pathways as targets for cancer therapy. Nat Rev Cancer 8: 193–204.1825661610.1038/nrc2342

[25] HofmannTG, GlasC, BitomskyN (2013) HIPK2: A tumour suppressor that controls DNA damage-induced cell fate and cytokinesis. Bioessays 35: 55–64.2316923310.1002/bies.201200060

[26] D’OraziG, RinaldoC, SodduS (2012) Updates on HIPK2: a resourceful oncosuppressor for clearing cancer. J Exp Clin Cancer Res 31: 63.2288924410.1186/1756-9966-31-63PMC3432601

[27] OrtegaFJ, Moreno-NavarreteJM, MayasD, Garcia-SantosE, Gomez-SerranoM, et al (2012) Breast cancer 1 (BrCa1) may be behind decreased lipogenesis in adipose tissue from obese subjects. PLoS One 7: e33233.2266631410.1371/journal.pone.0033233PMC3364252

[28] GorskiJJ, SavageKI, MulliganJM, McDadeSS, BlayneyJK, et al (2011) Profiling of the BRCA1 transcriptome through microarray and ChIP-chip analysis. Nucleic Acids Res 39: 9536–9548.2188059010.1093/nar/gkr679PMC3239190

[29] GorskiJJ, JamesCR, QuinnJE, StewartGE, StauntonKC, et al (2010) BRCA1 transcriptionally regulates genes associated with the basal-like phenotype in breast cancer. Breast Cancer Res Treat 122: 721–731.1988224610.1007/s10549-009-0565-0

[30] LamberEP, HorwitzAA, ParvinJD (2010) BRCA1 represses amphiregulin gene expression. Cancer Res 70: 996–1005.2010363210.1158/0008-5472.CAN-09-2842PMC2816672

[31] IdekerT, ThorssonV, RanishJA, ChristmasR, BuhlerJ, et al (2001) Integrated genomic and proteomic analyses of a systematically perturbed metabolic network. Science 292: 929–934.1134020610.1126/science.292.5518.929

[32] QinX, SarnowP (2004) Preferential translation of internal ribosome entry site-containing mRNAs during the mitotic cycle in mammalian cells. J Biol Chem 279: 13721–13728.1473927810.1074/jbc.M312854200

[33] ThomasJD, JohannesGJ (2007) Identification of mRNAs that continue to associate with polysomes during hypoxia. RNA 13: 1116–1131.1748887310.1261/rna.534807PMC1894931

[34] BushellM, StoneleyM, KongYW, HamiltonTL, SpriggsKA, et al (2006) Polypyrimidine tract binding protein regulates IRES-mediated gene expression during apoptosis. Mol Cell 23: 401–412.1688502910.1016/j.molcel.2006.06.012

[35] PowleyIR, KondrashovA, YoungLA, DobbynHC, HillK, et al (2009) Translational reprogramming following UVB irradiation is mediated by DNA-PKcs and allows selective recruitment to the polysomes of mRNAs encoding DNA repair enzymes. Genes Dev 23: 1207–1220.1945122110.1101/gad.516509PMC2685536

[36] KawaiT, FanJ, Mazan-MamczarzK, GorospeM (2004) Global mRNA stabilization preferentially linked to translational repression during the endoplasmic reticulum stress response. Mol Cell Biol 24: 6773–6787.1525424410.1128/MCB.24.15.6773-6787.2004PMC444849

[37] SpriggsKA, StoneleyM, BushellM, WillisAE (2008) Re-programming of translation following cell stress allows IRES-mediated translation to predominate. Biol Cell 100: 27–38.1807294210.1042/BC20070098

[38] KomarAA, HatzoglouM (2011) Cellular IRES-mediated translation: the war of ITAFs in pathophysiological states. Cell Cycle 10: 229–240.2122094310.4161/cc.10.2.14472PMC3048795

[39] KingHA, CobboldLC, WillisAE (2010) The role of IRES trans-acting factors in regulating translation initiation. Biochem Soc Trans 38: 1581–1586.2111813010.1042/BST0381581

[40] LewisSM, HolcikM (2008) For IRES trans-acting factors, it is all about location. Oncogene 27: 1033–1035.1776719610.1038/sj.onc.1210777

[41] LewisSM, VeyrierA, Hosszu UngureanuN, BonnalS, VagnerS, et al (2007) Subcellular relocalization of a trans-acting factor regulates XIAP IRES-dependent translation. Mol Biol Cell 18: 1302–1311.1728739910.1091/mbc.E06-06-0515PMC1838995

[42] LinJC, HsuM, TarnWY (2007) Cell stress modulates the function of splicing regulatory protein RBM4 in translation control. Proc Natl Acad Sci U S A 104: 2235–2240.1728459010.1073/pnas.0611015104PMC1893002

[43] PesoleG, LiuniS, GrilloG, LicciulliF, LarizzaA, et al (2000) UTRdb and UTRsite: specialized databases of sequences and functional elements of 5′ and 3′ untranslated regions of eukaryotic mRNAs. Nucleic Acids Res 28: 193–196.1059222310.1093/nar/28.1.193PMC102415

[44] SombroekD, HofmannTG (2009) How cells switch HIPK2 on and off. Cell Death Differ 16: 187–194.1897477410.1038/cdd.2008.154

[45] WeiG, KuS, MaGK, SaitoS, TangAA, et al (2007) HIPK2 represses beta-catenin-mediated transcription, epidermal stem cell expansion, and skin tumorigenesis. Proc Natl Acad Sci U S A 104: 13040–13045.1766652910.1073/pnas.0703213104PMC1936219

[46] DeshmukhH, YehTH, YuJ, SharmaMK, PerryA, et al (2008) High-resolution, dual-platform aCGH analysis reveals frequent HIPK2 amplification and increased expression in pilocytic astrocytomas. Oncogene 27: 4745–4751.1840876010.1038/onc.2008.110

[47] Al-BeitiMA, LuX (2008) Expression of HIPK2 in cervical cancer: correlation with clinicopathology and prognosis. Aust N Z J Obstet Gynaecol 48: 329–336.1853296710.1111/j.1479-828X.2008.00874.x

[48] De PiccoliG, Torres-RosellJ, AragonL (2009) The unnamed complex: what do we know about Smc5-Smc6? Chromosome Res 17: 251–263.1930870510.1007/s10577-008-9016-8

[49] PottsPR, YuH (2007) The SMC5/6 complex maintains telomere length in ALT cancer cells through SUMOylation of telomere-binding proteins. Nat Struct Mol Biol 14: 581–590.1758952610.1038/nsmb1259

[50] LinNU, EiermanW, GreilR, CamponeM, KaufmanB, et al (2011) Randomized phase II study of lapatinib plus capecitabine or lapatinib plus topotecan for patients with HER2-positive breast cancer brain metastases. J Neurooncol 105: 613–620.2170635910.1007/s11060-011-0629-y

[51] SordetO, LarochelleS, NicolasE, StevensEV, ZhangC, et al (2008) Hyperphosphorylation of RNA polymerase II in response to topoisomerase I cleavage complexes and its association with transcription- and BRCA1-dependent degradation of topoisomerase I. J Mol Biol. 381: 540–549.10.1016/j.jmb.2008.06.028PMC275479418588899

[52] PommierY (2006) Topoisomerase I inhibitors: camptothecins and beyond. Nat Rev Cancer 6: 789–802.1699085610.1038/nrc1977

[53] NagaiMA, YamamotoL, SalaorniS, PachecoMM, BrentaniMM, et al (1994) Detailed deletion mapping of chromosome segment 17q12–21 in sporadic breast tumours. Genes Chromosomes Cancer 11: 58–62.752904710.1002/gcc.2870110109

[54] LamyPJ, FinaF, Bascoul-MolleviC, LaberenneAC, MartinPM, et al (2011) Quantification and clinical relevance of gene amplification at chromosome 17q12-q21 in human epidermal growth factor receptor 2-amplified breast cancers. Breast Cancer Res 13: R15.2128833210.1186/bcr2824PMC3109584

[55] ZhuX, ChengSY (2010) New insights into regulation of lipid metabolism by thyroid hormone. Curr Opin Endocrinol Diabetes Obes 17: 408–413.2064447110.1097/MED.0b013e32833d6d46PMC3457777

[56] RayH, MoreauK, DizinE, CallebautI, VeneziaND (2006) ACCA phosphopeptide recognition by the BRCT repeats of BRCA1. J Mol Biol 359: 973–982.1669803510.1016/j.jmb.2006.04.010

[57] MagnardC, BachelierR, VincentA, JaquinodM, KiefferS, et al (2002) BRCA1 interacts with acetyl-CoA carboxylase through its tandem of BRCT domains. Oncogene 21: 6729–6739.1236040010.1038/sj.onc.1205915

[58] HaugeH, PatzkeS, AasheimHC (2007) Characterization of the FAM110 gene family. Genomics 90: 14–27.1749947610.1016/j.ygeno.2007.03.002

[59] RamaswamyB, FiskusW, CohenB, PellegrinoC, HershmanDL, et al (2012) Phase I-II study of vorinostat plus paclitaxel and bevacizumab in metastatic breast cancer: evidence for vorinostat-induced tubulin acetylation and Hsp90 inhibition in vivo. Breast Cancer Res Treat 132: 1063–1072.2220086910.1007/s10549-011-1928-xPMC3486521

[60] LangeCA, YeeD (2011) Killing the second messenger: targeting loss of cell cycle control in endocrine-resistant breast cancer. Endocr Relat Cancer 18: C19–24.2161341210.1530/ERC-11-0112PMC3924782

[61] BendellJC, RodonJ, BurrisHA, de JongeM, VerweijJ, et al (2012) Phase I, dose-escalation study of BKM120, an oral pan-Class I PI3K inhibitor, in patients with advanced solid tumors. J Clin Oncol 30: 282–290.2216258910.1200/JCO.2011.36.1360

[62] BilangesB, StokoeD (2007) Mechanisms of translational deregulation in human tumors and therapeutic intervention strategies. Oncogene 26: 5973–5990.1740457610.1038/sj.onc.1210431

[63] SilveraD, FormentiSC, SchneiderRJ (2010) Translational control in cancer. Nat Rev Cancer 10: 254–266.2033277810.1038/nrc2824

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313

**Figure S1.**

**Distribution of GC content for the 3 sets of 5’UTRs.**

The x-axis lists the 11 classes of GC content (in %). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).

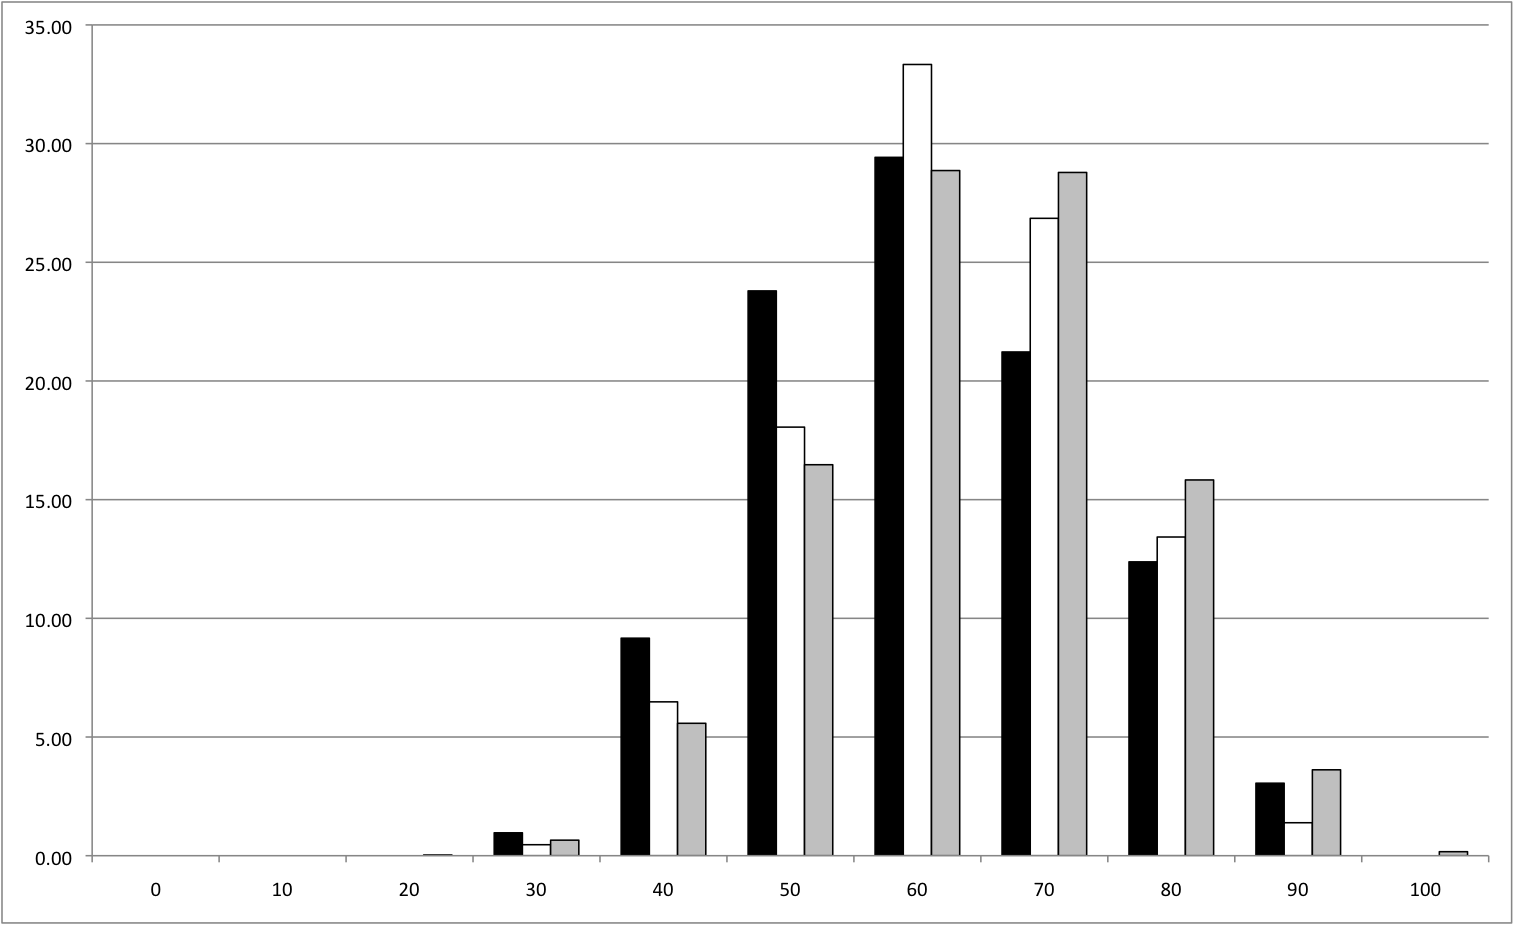

**Supplement:** Figure S1 — Distribution of GC content for the 3 sets of 5′UTRs. The x-axis lists the 11 classes of GC content (in %). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313

**Figure S2.**

**Distribution of length for the 3 sets of 5’UTRs.**

The x-axis lists the 21 classes of length (in nucleotides). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).

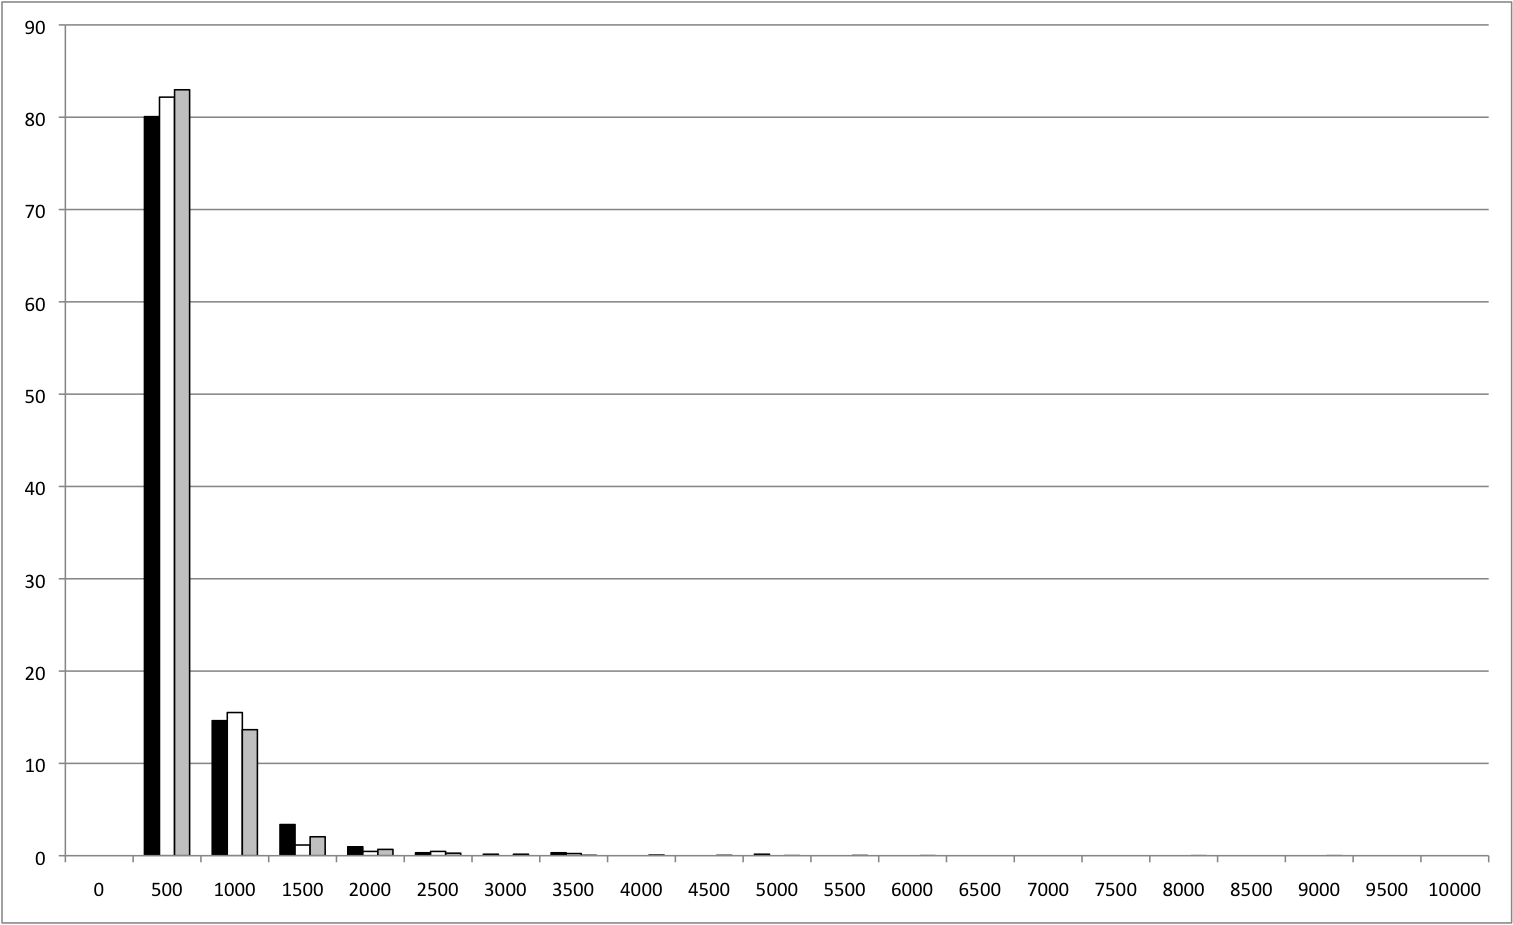

**Supplement:** Figure S2 — Distribution of length for the 3 sets of 5′UTRs. The x-axis lists the 21 classes of length (in nucleotides). The y-axis shows the amount of UTRs belonging to the class (in %). The sets are indicated in black (positive), white (negative) and grey (neutral).

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313
**Supplement:** Table S1 — Two-sample Kolmogorov–Smirnov test on GC content for the 3 sets of 5′UTRs

**Table S1.**

**Two-sample Kolmogorov–Smirnov test on GC content for the 3 sets of 5’UTRs**

|  | D | P-value | H0 (P>0.05) |
| --- | --- | --- | --- |
| Pos. vs neg. | 0.0951 | 1.99E-02 | reject |
| Pos. vs neu. | 0.1392 | 1.28E-10 | reject |
| Neg. vs neu. | 0.1015 | 3.18E-04 | reject |

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313
**Supplement:** Table S2 — Statistical parameters on GC content for the 3 sets of 5′UTRs

**Table S2.**

**Statistical parameters on GC content for the 3 sets of 5’UTRs**

|  | Positive | Negative | Neutral |
| --- | --- | --- | --- |
| Mean | 56.06 | 57.55 | 59.26 |
| Median | 55.68 | 58.22 | 59.55 |
| Sandard dev. | 12.45 | 11.22 | 12.08 |
| Min | 26.83 | 25.00 | 12.73 |
| Max | 88.32 | 84.09 | 100.00 |

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313
**Supplement:** Table S3 — Two-sample Kolmogorov–Smirnov test on length for the 3 sets of 5′UTRs

**Table S3.**

**Two-sample Kolmogorov–Smirnov test on length for the 3 sets of 5’UTRs**

|  | D | P-value | H0 (P>0.05) |
| --- | --- | --- | --- |
| Pos. vs neg. | 0.0649 | 2.33E-01 | accept |
| Pos. vs neu. | 0.0424 | 2.26E-01 | accept |
| Neg. vs neu. | 0.0497 | 2.45E-01 | accept |

# Supplementary material for: BRCA1-Dependent Translational Regulation in Breast Cancer Cells
**Source:** PLoS One. 2013 Jun 21;8(6):e67313. doi: 10.1371/journal.pone.0067313
**Supplement:** Table S4 — Statistical parameters on length for the 3 sets of 5′UTRs

**Table S4.**

**Statistical parameters on length for the 3 sets of 5’UTRs**

|  | Positive | Negative | Neutral |
| --- | --- | --- | --- |
| Mean | 367.10 | 332.24 | 336.17 |
| Median | 257.50 | 267.00 | 254.00 |
| Sandard dev. | 406.44 | 296.74 | 345.60 |
| Min | 9.00 | 23.00 | 9.00 |
| Max | 4752.00 | 3011.00 | 8869.00 |

How the deposited data were processed for this re-analysis (not part of the article)

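MCF7 cells were collected 72 h after transfection with the BRCA1 siRNA or the control siRNA, and RNA of total cytoplasmic extracts (totRNA) and of polysomal fractions (polyRNA) was hybridized to Affymetrix U133 Plus 2.0 arrays, with 2 replicates in each of the 4 groups. The authors computed the intensity of each probe set with the MAS5 algorithm in Affymetrix Expression Console 1.1, and the deposited intensity values are on a linear scale, with a nearly equal 2% trimmed mean on every array. The target of that scaling is inferred from the values. The deposited table has no detection calls and no log transformation, and its lowest signal is 0.0718. Sample groups and replicate numbers were taken from the sample titles.

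The table holds 54675 probe sets, of which 62 controls were left out of every count and test, leaving 54613. Gene symbols came from the platform annotation and were updated to current symbols, which gave 41091 probe sets with exactly 1 gene symbol, 1801 with several and 11721 with no listed gene. Gene positions are those of GRCh38.p14 and are the spans of the genes, not of the probes. The authors considered a gene only if it was above background in at least 1 of the compared groups, and the detection calls that define this were not at hand. The expressed set was therefore the 17416 probe sets (the paper's number) with the highest value of the lower replicate in the brightest of the 4 groups. Pearson's r between the log2 signals of 2 replicates was 0.963 to 0.983, and no pair of arrays shared more than 2 identical values.

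Ratios of siBRCA1 over siControl were taken within each replicate number, as the paper pairs samples by replicate, and RR is the polyRNA ratio over the totRNA ratio. The pairing was checked on the probe sets' deviations between replicates, which correlated at 0.258 to 0.675 between groups. A probe set was counted as modified at a ratio of at least 1.5 or at most 0.67 in both replicates. Probe sets past the thresholds in opposite directions give the level that independent and symmetric replicate errors would produce in the same direction too. In the expressed set this is a rough guide, since choosing it by the lower replicate favours errors that share a direction. The mean of 2 ratios is the arithmetic mean, which of 3 averages gave the most Table S5 genes (25 of 30) a probe set within 0.1% of the printed RR. The geometric mean gave 7 and the ratio of mean signals 0.

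The log2 signals of the expressed probe sets were compared with limma 3.58.1 in R 4.3.3, with a block for each RNA fraction and replicate, 2 residual degrees of freedom, moderated variances with an intensity trend (10.6 prior degrees of freedom) and Benjamini-Hochberg adjustment at 0.05. An exact permutation test between 2 groups of 2 arrays cannot give a p under 0.333. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For probe sets outside the expressed set, adjusted p-values come from a limma fit over all 54613 probe sets. Gene lists were tested with camera in limma, with 1 probe set per gene, a preset correlation of 0.01 and adjustment over the lists, and members by the RR thresholds were compared with Fisher's exact test. In the alternative with an estimated correlation, camera has 2 residual degrees of freedom and little power. The preset correlation treats the genes of a list as nearly independent, so its p-values can be too small for genes that vary together.

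Of the lists, 27 came from textbook knowledge: homologous recombination and Fanconi anaemia, other DNA repair, the DNA damage checkpoint, G1/S transition and DNA replication, mitosis, p53 targets, apoptosis, fatty acid and triglyceride synthesis, cholesterol synthesis, nucleotide metabolism, adhesion and movement, protein trafficking, chromatin regulators, cytoplasmic ribosomal proteins, translation factors, the integrated stress response, the unfolded protein response, oestrogen receptor targets, the interferon response, the nuclear-encoded respiratory chain, immediate early genes, nuclear-retained noncoding RNAs, snoRNA host RNAs, and markers of fibroblasts, leukocytes, basal epithelium and luminal cells. Another 6 were the 5 groups of Table 1 and the genes of Table S5, which the study chose from these samples. Several textbook lists also hold genes of these tables, whose printed values had been seen. Lists with fewer than 3 expressed genes were not tested with camera.

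The named genes followed a rule. It takes every gene of Tables 1 and S5 with BRCA1 and the controls and proteins the paper measured, whose printed values had been seen, the 10 genes with the largest change in each direction for RR, totRNA and polyRNA among probe sets with 1 symbol past the thresholds, and of each list up to 4 members with the largest change in each direction and any member with an adjusted p under 0.05. For genes of the paper's tables the probe set is the one whose values match the printed ones (for Table 1 within 0.06 or 5%, with RR as the mean of the 2 RR values or as the mean polyRNA ratio over the mean totRNA ratio), and otherwise the one with the highest mean signal. For the genes with the largest change it is the probe set with that change, and for members of lists the brightest.

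The limma step was tested on simulated data in which 200 of 17416 probe sets were changed at each fold. The errors were normal, drawn at the moderated variances of these arrays, which vary less than the real ones, and without differences between replicates. The shares found can therefore be higher than on these arrays. For RR it found 47.5% of changes of 1.5-fold, 80.0% of 2-fold and 100.0% of 4-fold, and for polyRNA 68.0%, 94.0% and 100.0%. Of 16816 unchanged probe sets it called 26 for RR, 0 for totRNA and 20 for polyRNA.

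Alternatives covered the expressed set (no filter, the brightest 27306 probe sets, the brightest 10922, 1 probe set per gene), scaling (quantile normalization across all arrays or within each RNA fraction, median centring), a floor on low signals, stricter thresholds of 2 and 0.5, 1 replicate or the average of both, crossed replicate numbers, the limma model (no replicate block, a shared block, no trend, a fit on the 2 log2 RR values, leaving out each array), the methods' paired t-test, the camera settings, the average used for the classes of Figure 2B and the probe set used for the named genes. For the RR of named genes the mean polyRNA ratio over the mean totRNA ratio was added after the data were seen. Comparison of 5'UTR length and GC content was left out, since the annotation at hand has no UTRs, and pathway analysis with IPA was left out, since the program was not at hand. Results of RT-qPCR, western blots and polysome profiles are not in the deposited table.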

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

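No test in this part was chosen after the result it measures was seen. Camera p-values with the preset correlation compare genes, do not measure the spread between replicates, and can be too small for genes that vary together. The gene lists and their tests with camera were fixed beforehand, and the paper reports no changes of these groups in totRNA or polyRNA, apart from apoptosis and mitosis genes, which it discusses for translatability.

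Of 20 expressed oestrogen receptor targets, GREB1, CTSD, EGR3 and XBP1 were higher in BRCA1-depleted cells and 16 did not pass limma, in totRNA and in polyRNA. The list had a median log2 change of 0.26 in totRNA and 0.22 in polyRNA (camera adjusted p = 1.4e-07 and 2.5e-06, higher in both replicates, 0.560 and 0.528 with an estimated correlation). The median of these targets in totRNA was 0.45 in replicate 1 and 0.14 in replicate 2. The integrated stress response, with the amino acid transporter SLC7A5 and the cystine transporter SLC7A11, had medians of 0.15 in totRNA and 0.089 in polyRNA (camera adjusted p = 0.000916 and 0.0461, and 0.560 and 0.528 with an estimated correlation). The medians of this list in the 2 replicates were 0.20 and 0.13 in totRNA and 0.11 and 0.16 in polyRNA. The unfolded protein response, with PDIA4, HSPA5 and XBP1, had medians of 0.10 and 0.082 (camera adjusted p = 0.0407 and 0.0163, and 0.562 and 0.528 with an estimated correlation), and in polyRNA its median was 0.20 in replicate 1 and 0.06 in replicate 2.

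The 52 cytoplasmic ribosomal protein genes had medians of 0.10 in totRNA and 0.10 in polyRNA (camera adjusted p = 9.2e-11 and 3.7e-11, and 0.562 and 0.528 with an estimated correlation), with 0 members past limma in either (23 and 22 higher at an unadjusted p under 0.05). In totRNA both replicates gave 0.10, and in polyRNA they gave 0.05 and 0.14. With quantile normalization these medians were 0.02 in each fraction and no longer passed (adjusted p = 0.258 and 0.159), so their size and the call depend on the scaling of the arrays, while median centring left them at 0.11 and 0.09. FAU had totRNA ratios of 1.16 and 1.14 and RPS15 polyRNA ratios of 1.11 and 1.23 (adjusted p = 0.0657 and 0.0590 from limma).

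The nuclear-encoded respiratory chain, the 63 expressed genes of the mitochondrial complexes, had a median log2 change of 0.089 in totRNA and of -0.10 in RR (camera adjusted p = 3.5e-06 and 9.1e-08). ATP5F1D, an ATP synthase subunit, rose in totRNA with ratios of 1.36 and 1.32 (adjusted p = 0.0467 from limma), and 14 genes were higher there at an unadjusted p under 0.05. For RR limma called 0 of them (8 lower at an unadjusted p under 0.05), and the median was -0.11 in replicate 1 and -0.10 in replicate 2. With quantile normalization the totRNA median was 0.04 (adjusted p = 0.0696) and that of RR was -0.07, which still passed. Both calls were lost with an estimated correlation (adjusted p = 0.560 and 0.721), a setting with little power.

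Mitosis genes had a median log2 change of -0.12 in totRNA (-0.08 and -0.06 in the 2 replicates, camera adjusted p = 0.0184) and apoptosis genes one of 0.084 (0.13 and 0.10, camera adjusted p = 0.0491). The 3 expressed nuclear-retained noncoding RNAs, MALAT1, OIP5-AS1 and TUG1, had a median of 0.34 in polyRNA (0.22 and 0.47, camera adjusted p = 0.0163), with 0 past limma and 2 at an unadjusted p under 0.05. MALAT1, a long RNA of nuclear speckles, had polyRNA ratios of 1.38 and 1.4 (adjusted p = 0.104 from limma) and RR values of 1.68 and 1.46. Of 12 fibroblast markers 3 were expressed, COL1A1, COL3A1 and FN1, with medians of -0.64 in totRNA and -0.55 in polyRNA (camera adjusted p = 0.0470 and 0.00610, and -0.90 and -0.19 in the replicates of polyRNA). COL3A1 fell in both fractions, while COL1A1 had totRNA ratios of 1.13 and 1.09. Each of these calls was lost with an estimated correlation, a setting with little power.

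The siBRCA1 polyRNA array of replicate 2 stands apart in the ratio of 5' to 3' signal of actin, 0.245 against 0.429 to 0.467 on the other polyRNA arrays. Its ratio for GAPDH, 0.923 against 0.985 to 1.07, was not an outlier. Over the 18 groups of 4 arrays tested for the 9 quality measures, chance gives about 1 such value in 20 groups.

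For RR the effect of BRCA1 depletion differed between polyRNA and totRNA in 1 probe set, for which the annotation lists no gene (log2 RR -1.47, adjusted p = 0.0442 from limma, and 0 probe sets with each of the 3 scaling alternatives).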

How the results depend on the processing

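The alternatives below were set before the data were examined, apart from 1 for the named genes, and each changes 1 choice, except that the fits which leave out 1 array also have no replicate block. The opposite-direction counts have no value where 1 replicate or the average of both is used, the comparison of 5'UTRs was not run because the annotation at hand has no UTRs, and the cause of the differences was not tested unless stated.

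With no expression filter 10134 probe sets had a modified RR, 7062 a modified totRNA and 7446 a modified polyRNA ratio (320, 249 and 237 as reported), and 9692, 6715 and 6693 went in opposite directions. With the brightest 27306 probe sets these were 2005, 1353 and 1327, with 1473, 671 and 638 opposite, and with the brightest 10922 they were 67, 101 and 83, with 27, 7 and 6 opposite. With 1 probe set per gene they were 140, 136 and 120, with 71, 20 and 18 opposite, and with low signals raised to the expression threshold 152, 150 and 133, with 73, 26 and 16 opposite. With thresholds of 2 and 0.5 they were 33, 21 and 20, with 20, 7 and 4 opposite. The average of both replicates gave 930, 653 and 633. Each replicate alone gave 1775 to 2013 for RR, 1081 to 1342 for totRNA and 1121 to 1291 for polyRNA. All 9 counts of each scaling alternative stayed within 1.5 times the reported ones except those of limma for RR, given below.

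The replicate numbers carry much of the result. With crossed numbers, which gives up the replicate block, 247 probe sets had a modified RR and 1063 went in opposite directions, against 353 opposite for totRNA (200 modified), and 134 modified and 1183 opposite for polyRNA. limma called 221 probe sets for totRNA, 293 for polyRNA and 1 for RR with the replicate block, and 0 for each with no replicate block (714, 630 and 186 at an unadjusted p under 0.05) or with a block shared by both fractions (1389, 1390 and 484 unadjusted). Each increase or decrease of a gene reported from limma therefore holds only with a block for each fraction and replicate. Without a trend in eBayes the calls were 0 for each as well (2298, 2414 and 1157 unadjusted). Each of the 8 fits that leave out 1 array called 0, as does the fit to all arrays with no block, with unadjusted counts of 143 to 774 for RR. The methods' paired t-test gave 0 after adjustment and 1356 for totRNA, 1222 for polyRNA and 985 for RR before it.

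limma called 8 probe sets for totRNA, 2 for polyRNA and 0 for RR with no expression filter (4616, 4835 and 3092 unadjusted), and 91, 103 and 0 with the brightest 27306 (3399, 3489 and 1823 unadjusted). It called 3 for RR with the brightest 10922, and 178 for polyRNA and 0 for RR with 1 probe set per gene (745 unadjusted for RR). With low signals raised it called 0 for each (2660, 2570 and 1217 unadjusted). For RR it called 0 with quantile normalization across all arrays, within each fraction and with median centring (1191, 1210 and 1286 unadjusted). A fit on the 2 log2 RR values alone, with the replicate block and 1 residual degree of freedom, called 133 for RR, 81 higher and 52 lower (1828 unadjusted), so the count of RR changes from limma ranges from 0 to 133 over the alternatives.

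In the classes of Figure 2B, asking for both replicates past the threshold gave 47 probe sets changed in polysomes only (85 with the average), 42 in total RNA only (83), 2 in opposite directions (18), 0 in the same direction with RR modified (2), 60 in the same direction with RR unmodified (162) and 229 with neither changed (132). With the ratio of mean signals 1 had the same direction with RR modified. The other classes with that average and all with the geometric mean stayed within 1.5 times.

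Of the 18 gene list calls of camera, 0 remained with an estimated correlation, 10 with no replicate block and 11 with quantile normalization. The estimated correlation is tested with 2 residual degrees of freedom, which leave little power, so its 0 decides little about the calls. The preset correlation can give p-values that are too small, so the 18 calls are not settled either. With an estimated correlation the adjusted p in totRNA was 0.560 for mitosis, apoptosis, the integrated stress response, oestrogen receptor targets, the respiratory chain and the Table S5 genes, 0.562 for ribosomal proteins and the unfolded protein response and 0.615 for fibroblast markers. In polyRNA it was 0.528 for ribosomal proteins, the integrated stress response, the unfolded protein response, oestrogen receptor targets, nuclear-retained RNAs, fibroblast markers and the Genome Integrity genes of Table 1, and for RR it was 0.721 for the respiratory chain and 0.728 for the Genome Integrity genes. With no replicate block it was 0.121 for mitosis, 0.121 for apoptosis, 0.242 for the unfolded protein response and 0.369 for fibroblast markers in totRNA, and 0.118 for the integrated stress response, 0.219 for the unfolded protein response, 0.117 for nuclear-retained RNAs and 0.219 for fibroblast markers in polyRNA. With quantile normalization it was 0.0696 for apoptosis, the respiratory chain, fibroblast markers and the Table S5 genes, 0.0843 for the unfolded protein response and 0.258 for ribosomal proteins in totRNA, and 0.159 for ribosomal proteins in polyRNA, while the respiratory chain in polyRNA (0.0489) and nuclear-retained RNAs in RR (0.0281) passed. Of 36 medians of lists in 1 replicate, 24 lay within the spread between replicates and none reversed. Where the list median is near the midpoint of the replicates, each lies within this spread by construction, so the 24 is no measure of stability.

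Of the 33 RR values of Table 1 genes, the brightest probe set left 11 within the replicate spread, moved 16 and reversed 6: BRWD1 0.717, CBX5 1.24, PRKACB 1.01, BHLHE41 0.919, TRIB3 0.939 and NDE1 1.04. Of 28 values of Table S5 genes it left 14, moved 10 and reversed 4: POLE4 0.816, DRD2 0.944, RXRA 1.18 and PPARA 0.941. Quantile normalization moved 6 and 9 and reversed none, and the geometric mean moved none, nor did the mean polyRNA ratio over the mean totRNA ratio, which was chosen after the data were seen. In these genes the printed values fit 1 probe set of a gene and the brightest one often gives an RR nearer 1.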

Differences from the paper's values

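The counts of modified RR and totRNA below use the paper's thresholds of 1.5 and 0.67 in both replicates, on an expressed set of the paper's size that was made from the signals, since detection calls were not at hand. For totRNA no separate rule was found in the paper, and the same thresholds were used. For the classes of Figure 2B the legend gives these thresholds for the fold changes but not how the replicates were combined, and the mean of the 2 ratios was used.

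The paper gives 1151 mRNAs with modified translatability, and 320 probe sets were found. Of the alternatives set before the data were examined, the average of both replicates is the 1 that comes within 1.5 times (930), while each replicate alone (1775 and 2013), the other expressed sets (10134, 2005, 67 and 140), the floor (152), the stricter thresholds (33), crossed numbers (247) and the 3 scalings (287, 294 and 313) do not. The paper gives 820 mRNAs with modified cytoplasmic abundance, and 249 were found. The average of both replicates (653) and replicate 2 alone (1081) come within 1.5 times, and the other alternatives do not. The paper puts translatability changes at 7% of expressed genes, against 1.84% here. The average of both replicates (5.34%), the brightest 27306 probe sets (7.34%) and replicate 1 alone (10.2%) come within 1.5 times, and the other alternatives do not.

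In the classes of Figure 2B the text of the paper gives 148 mRNAs decreased and 326 increased with a change in polysomes only, against 18 and 67 here, and 131 decreased and 266 increased with a change in total RNA only, against 38 and 45. The paper gives 194 mRNAs that changed in opposite directions, against 18 here. No alternative (both replicates, the geometric mean, the ratio of mean signals) comes within 1.5 times for these. The paper gives 66 mRNAs with a concomitant change and unmodified translatability, against 162 here, and asking for both replicates past the threshold gives 60, within 1.5 times of the paper's, while the other 2 averages do not. The text of the paper and its Figure 2B place the numbers for polysomes and for total RNA differently, and the text was used here.

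Table 1 is printed with decimal commas, which were read as points. Its RR column fits the mean polyRNA ratio over the mean totRNA ratio within 0.06 or 5% for all 32 matched genes (a comparison chosen after the values were seen, which drops 0 of them), and the mean of the 2 RR values for 25. With this average REV1 is 4.53 (5.53 as the mean of RR values) and BHLHE41 is 3.21 (5.04). Of its RR values the 1 that differs by more than 1.5 times and the replicate SD is that of FOXO3, 0.5 in the paper and 1.01 here, where no probe set matched the printed values, and no alternative comes closer than 1.5 times. In Table S5 the paper gives 1.9 for TOP1, against 1.16 at the brightest probe set, while the probe set matched to Table 1 gives 1.96. It gives 2.07 for JAK1, against 0.940, and 0.482 for FOLH1, against 2.53, and no alternative comes within 1.5 times for these 2 genes. With the mean polyRNA ratio over the mean totRNA ratio, chosen after the values were seen, FOLH1 is 1.61, still further than 1.5 times from the paper's value but within the replicate SD of it. With the brightest probe set of each gene, which was set before the data were examined, 19 of 33 Table 1 genes and 17 of 28 Table S5 genes differ, and 6 Table 1 genes are increased and 4 decreased by the thresholds, against 23 and 12 in the paper and 22 and 10 at the probe sets that match the printed values.

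The paper calls the altered translation of the Table 1 genes significant. limma called 1 probe set for RR and 0 genes of Table 1 or Table S5 on RR at the probe sets that match the printed values (14 of the 32 and 3 of the 25 at an unadjusted p under 0.05). The methods' paired t-test called 0 for RR after adjustment and 985 before it, and a fit on the 2 log2 RR values called 133. With 2 replicates the paired test has 1 degree of freedom and little power after adjustment. The paper filtered array genes by the RR thresholds. It also measured FAM110B, HIPK2, SMC6, THRA and TOP1 by RT-qPCR and HIPK2 protein by immunoblot, which these tests do not cover.

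The paper describes enriched functions of the genes with modified translatability from a pathway program that was not at hand. In lists on related subjects, written before the data were examined, camera called 0 on RR for DNA repair, the cell cycle, cell death, lipid synthesis, adhesion and movement, trafficking and nucleotide metabolism. Camera tests a common shift of a list and can miss lists whose members change both ways, so it differs from a test of enrichment. The lists hold lipid synthesis rather than lipid metabolism and nucleotide rather than nucleic acid metabolism. None covers cellular maintenance or embryonic development. Fisher's exact test on the RR thresholds called DNA repair outside homologous recombination for increased RR (adjusted p = 0.0357, and 0.154 for either direction), a list that shares genes with Table 1. The lists of the cell cycle, of cell death and of adhesion and movement hold genes of Table 1 too. Camera called the genes of the Genome Integrity group of Table 1, which the study chose (adjusted p = 0.000182, and 0.728 with an estimated correlation).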

Other observations

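Inhibitors of cap-dependent translation moved apart in the totRNA of BRCA1-depleted cells. EIF4EBP1 rose in totRNA with ratios of 1.36 and 1.55 (adjusted p = 0.0252 from limma) and did not pass in polyRNA (1.02 and 0.974, adjusted p = 0.986). Its RR of 0.750 and 0.630 did not pass either (adjusted p = 0.476 from limma), so a difference between the fractions was not shown. EIF4EBP2 fell in totRNA to 0.582 and 0.668 (adjusted p = 0.0182) and in polyRNA to 0.642 and 0.754 (adjusted p = 0.0498). The other 40 of 42 expressed translation factors did not pass in totRNA (list median log2 0.06, camera adjusted p = 0.115). Of 12 immediate early genes IER3, a stress-induced gene, rose in totRNA with ratios of 1.4 and 1.29 (adjusted p = 0.00905 from limma) and in polyRNA with 1.26 and 1.29 (adjusted p = 0.0189), and the other 11 did not pass (camera adjusted p = 0.206 and 0.161). The paper does not report these genes.

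Genes of the interferon response did not move as a group, with a median log2 of 0.07 in totRNA and -0.08 in RR over 16 expressed genes (camera adjusted p = 0.655 and 0.924) and 0 past limma (3 higher and 1 lower in totRNA and 1 higher and 1 lower in RR at an unadjusted p under 0.05). IFIT5 had RR values of 2.06 and 1.79 (adjusted p = 0.467 from limma, 1 higher when adjusted over the list alone). Of the nuclear-retained RNAs the median log2 RR was 0.20 (camera adjusted p = 0.0524, and 0.0281 with quantile normalization). Of 12 snoRNA host RNAs 2 were expressed, ZFAS1 and EPB41L4A-AS1, with a median of 0.14 in totRNA and in polyRNA and 0 past limma (0 unadjusted). Of 12 leukocyte markers 10 have a probe set and 0 were expressed. Of the study's own groups, whose genes it chose from these samples, the Gene Expression genes of Table 1 had a median log2 RR of 0.06 at their brightest probe sets (10 genes, camera adjusted p = 0.637), the Cell Cycle Control genes one of 0.22 (6 genes, 0.246) and the Cell Growth and Proliferation genes, FAM110B and TRAF4, one of -0.65, too few for camera.

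Of the tests in the next paragraphs, those of replicate error, scaling alone, differences between extracts and RNA quality alone were chosen after the result was seen, and the others before.

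More probe sets passed the RR thresholds in the same direction in both replicates (320) than in opposite directions (163). Independent and symmetric replicate error would give equal numbers in an unselected set, and the same-direction share was 66.3% (95% interval 61.9% to 70.3%). However, the expressed set was chosen by the lower replicate of the brightest group. Probe sets with high errors in both replicates of a group are kept more often, which favours the same direction. With no expression filter 10134 probe sets passed in the same direction and 9692 in opposite directions. The share therefore does not decide whether replicate error is the whole cause. Scaling alone was not decided for the same reason, with a share of 60.9% (56.5% to 65.2%) with quantile normalization. Differences between extracts that follow the siRNA in both replicates stay open, since the design has no test of them: the 1195 probe sets in which replicate 2 differed from replicate 1 in the same direction in both siRNAs decide nothing, as a shared difference cancels in the ratios. A translational effect of BRCA1 depletion stays open for part of the 320. Because the choice of the expressed set favours the same direction, error can give more of them than the opposite count of 163.

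Of the 320 probe sets 70.9% had an increased RR. With quantile normalization the share was 57.8% (52.1% to 63.4%), and in replicate 1 alone, which leaves out the polyRNA array with the low actin ratio, it was 54.9% (52.6% to 57.2%), so neither scaling nor the quality of that array is the whole cause. Whether both together are was not decided. In replicate 1 alone with quantile normalization the share was 50.7% (48.3% to 53.1%). However, error in calls from a single replicate pulls a share toward 50% whatever the cause. Replicate 2 alone, which keeps that array, gave 62.8%, and 52.6% (50.4% to 54.7%) with quantile normalization. With median centring the share of probe sets past the thresholds in both replicates was 65.8%. The intervals treat probe sets as independent, most single-replicate calls are error, and an excess of increased translation in BRCA1-depleted cells as the biological cause was not separated from these.

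Probe sets past an RR threshold have neighbours of the same gene that move less, as for CBX5, DDX17 and HDAC8. Measurement error of the single probe set is argued against as the whole cause: for 1465 genes chosen in 1 replicate, the probe set exceeded its neighbours in the other replicate by 0.0443 log2 (95% interval 0.0197 to 0.0686). It fell from 0.84 in the replicate that chose it to 0.0934 in the other, so most of its size was error. Probe sets that read different transcripts of a gene are a candidate explanation for the rest, which was not separated from hybridization specific to a probe set. Whether BRCA1 depletion acts on single transcripts of a gene was not tested.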
